# Transcriptomic analysis of the upper lip and primary palate development in mice

**DOI:** 10.3389/fgene.2022.1039850

**Published:** 2023-01-06

**Authors:** Sini Cai, Nuo Si, Yanyang Wang, Ningbei Yin

**Keywords:** cleft lip with or without cleft palate, RNA sequencing, gene expression profile, development, upper lip and primary palate

## Abstract

**Background:** Normal fusion of the upper lip and primary palate is a complex process involving a series of characteristic and orderly regulated cellular events. Cleft lip with or without palate (CL/P), one of the most common congenital malformations, may be induced by abnormalities in any of these events. However, less is known about the precise regulatory process in the fusion of the upper lip and primary palate.

**Methods:** Lambdoidal junction tissues of mice from embryonic days 10.5, 11.5, and 12.5— three key fusion stages—were acquired for RNA sequencing.

**Results:** Gene expression profiles in distinct fusion stages of mice were identified. Some of the differentially expressed genes (DEGs) have been reported to affect upper lip and primary palate development. However, other DEGs, such as *Krt5*, *Pax1*, *Ambn*, *Hey2*, and *Tnmd*, have not previously been investigated. Gene set enrichment analysis (GSEA) of these DEGs revealed the sequential intensification of Wnt, PI3K-Akt, MAPK, Hippo, and TGF-beta signaling pathways and identified relatively highly expressed genes including *Tnn, Wnt3a*, and *Wnt16*. We also observed substantial alternative splicing events during the fusion of the upper lip and primary palate and identified potentially important genes including *Gtpbp8, Armcx1, Tle3*, and *Numa1*. Protein-protein interaction (PPI) network analysis identified a series of hub genes, including *Col1a2, Fos, Bmp2, Shh, Col1a1, Wnt3a, Anxa1, Gem*, etc.

**Conclusion:** Overall, the results of this study provided a comprehensive analysis of the development of the upper lip and primary palate. Our work provides insight into future studies of normal upper lip and primary palate development and the etiology of CL/P.

## 1 Introduction

Cleft lip with or without palate (CL/P) is one of the most frequent malformations with complex etiology. This condition affects the upper lips and oral cavity, with individual effects on speech, appearance, and psychology, which ultimately impacts human health and well-being (Mossey et al., 2009; Dixon et al., 2011). The estimated morbidity worldwide is 1.7/1,000, with considerable ethnic and geographical variation (Mossey et al., 2009). While previous studies showed that both genetic and environmental factors play important roles in CL/P pathogenesis, the detailed mechanisms remain unelucidated (Mossey and Little, 2009). Since CL/P occurs in the early stage of embryonic development and its recurrence is common and unpredictable, the healthcare burden is substantial (Dixon et al., 2011). Thus, there is an urgent need to identify the characteristic molecular alterations during the embryonic development of the upper lip and palate and provide potential targets for clinical practice.

The mouse craniofacial development process is remarkably like that of humans; thus, most studies select mice for the construction of CL/P models. The mammalian upper face is formed by the ordered fusion of the three bilaterally paired identifiable primordial structures around the stomodeum, namely, the maxillary prominence (MxP), the lateral nasal (LNP), and the medial nasal (MNP) (Neskey et al., 2009; Li et al., 2019). The upper lip, palate, and alveolar ridge are formed during these fusion processes (Graf et al., 2016). The fusion of the upper lip and primary palate in mice begins around embryonic day 10.5 (E10.5) and finishes by E12.5 (Li et al., 2019). Several signaling pathways such as Wnt, Fgf, Shh, and BMP signaling pathways reportedly affect the fusion processes; however, the detailed mechanisms remain unknown (Meulemans and Bronner-Fraser, 2004; Patthey et al., 2009; Stuhlmiller and García-Castro, 2012).

High-throughput sequencing has been widely applied to study the characteristic molecular alterations among distinct stages of development (Reuter et al., 2015). Several microarray analyses have discovered candidate pathogenic gene/loci during murine palatogenesis (Schoen et al., 2017); however, no complete analyses of gene expression patterns during the normal fusion of the upper lip and primary palate have been reported. Especially, the involvement of alternative splicing events has been demonstrated in normal tissue and organic development (Baralle and Giudice, 2017). Missense, splice site, and regulatory region variants in interferon regulatory factor 6 (IRF6) reportedly cause CL/P (Sylvester et al., 2020). The ablation of epithelial splicing regulatory protein (Esrp1) in mice also led to CL/P (Bebee et al., 2015). Herein, we present data on differentially expressed genes and analyze the signaling pathways, signal-gene networks, alternative splicing events, and protein-protein interactions at key stages in upper lip and primary palate development by RNA sequencing (RNA-Seq). We identified and validated stage-specific genes and pathways. Our results regarding upper lip and primary palate development suggested deeper characteristic molecular mechanisms to investigate in future studies, which could contribute to a better understanding of CL/P pathogenesis.

## 2 Materials and methods

### 2.1 Samples

All animal operations were approved by the Animal Ethics Committee of the Plastic and Surgery Hospital of Peking Union University. Pregnant C57BL/6J mice at embryonic day 10.5 (35–39 somites), 11.5 (45–47 somites), and 12.5 (48–51 somites) were sacrificed, respectively, and embryonic lambdoidal junction tissues obtained as previously described (Li et al., 2019). For each time point, lambdoidal junction tissues from 17 or 18 embryos were pooled, with three replicates (17–18 embryos pooled per replicate). The samples were ground in liquid nitrogen, extracted using TRIzol reagent (Invitrogen), and purified using an RNeasy kit (Qiagen). An RNA Nano 6000 Assay Kit (Agilent Technologies, CA, United States) was used for RNA quantification and qualification. The RNASeq libraries were constructed following the manufacturer’s instructions. Illumina TruSeq RNA Sample Prep Kit (Cat#FC-122-1001) was used with 1 ug of total RNA to construct sequencing libraries. The cDNA library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, United States). A Qubit2.0 Fluorometer and qRT-PCR were used for the library qualification and quantification, respectively. RNA sequencing was performed on an Illumina NovaSeq 6000 platform.

### 2.2 Data analysis

Sequenced reads were first subjected to quality check using FASTQC (.19.7) (Brown et al., 2017) and then mapped to the reference genome (GRCm38/mm10) using Hisat2 (v2.0.5). Reads numbers were counted using the FeatureCounts (v1.5.0-p3). The FPKM of each gene was calculated based on the length of the gene and read counts mapped to the gene.

### 2.3 Differential expression analysis

Differential expression analysis of each set of groups was performed using the DESeq2 R package (1.20.0) (Love et al., 2014) using cutoffs of padj<=.05 and |log2 (foldchange)| ≥ 1. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of differentially expressed genes was implemented using the clusterProfiler R package (3.8.1) (Yu et al., 2012). padj ≤ .05 was considered statistically significant.

### 2.4 Pathway analysis

For Gene Set Enrichment Analysis (GSEA) based on KEGG analysis using the clusterProfiler R package, the genes were first ranked before testing the selected gene sets. padj ≤ .05 was considered statistically significant.

### 2.5 Alternative splicing (AS) and protein-protein interaction (PPI) analysis

We used rMATS (4.1.0) software (Shen et al., 2014) to analyze AS events. The PPI network of DEGs was predicted using the Search Tool for the Retrieval of Interacting Genes (STRING) database. An interaction score threshold of .4 was set as the cutoff criterion. The PPI network was mapped using Cytoscape (version 3.7.1).

### 2.6 Quantitative real-time PCR (qPCR) and reverse transcription PCR (RT-PCR)

Total RNA was obtained using a TRIzol reagent (Invitrogen), followed by reverse transcription using the PrimeScript^®^ RT reagent kit (TaKaRa). Then, qRT-PCR was performed on a LightCycler^®^480 instrument (Roche, Swiss) and a SYBR Premix ExTaqII (TliRNaseHPlus) kit (Takara). The experimental data were processed by the 2^−ΔΔCT^ method. The expression of relative genes was normalized to β-actin. All primers are listed in Supplementary Table S1 (qPCR primers). For reverse transcription PCR, the above cDNA was further amplified with the specific primers listed in Supplementary Table S1 (RT-PCR primers). The RT-PCR products were run in 1%–5% agarose gels.

### 2.7 Immunostaining

Immunostaining was performed as described previously (Liu et al., 2019b). After antigen retrieval and blocking with serum for 1 h, the slices were incubated with the primary antibodies at 4°C overnight; these antibodies included anti-inhba (Santa Cruz, sc-166503), anti-wnt3a (Santa Cruz, sc-74537), anti-col6a1 (Santa Cruz, sc-377143), anti-wnt16 (Santa Cruz, sc-271897), anti-fgf18 (Santa Cruz, sc-393471), anti-chrm1 (Santa Cruz, sc-365966), anti-ngf (Abcam, ab52987), and anti-gdf7 (Abcam, ab189928). After washing three times with PBS, the slices were subjected to related secondary antibodies for 1 hour at room temperature. They were then washed three times with PBS (5 min each time), followed by incubation with diamidino-phenyl-indole (DAPI) for 30 min. Images were taken by laser scanning confocal fluorescence microscopy (Leica SP8).

### 2.8 RNAScope analysis

RNAScope assays [Advanced Cell Diagnostics (ACD) Biosystems] were performed to localize and detect the expression levels of target genes in lambdoidal junction tissues. The assays were performed according to the manufacturer’s instructions. Lambdoidal junction tissues were acquired and immersed in 4% paraformaldehyde solution at 4°C for 24 h. Then, the tissues were subjected to sterile PBS containing 10%, 20%, and 30% sucrose until they sank to the bottom. OCT-embedded sections (7 μm) were cut, adhered to SUPERFROST^®^ Plus chamber slides, and stored at −80°C. After washing with PBS for 5 min, the slides were incubated in hydrogen peroxide at 37°C for 10 min. After completely rinsing with distilled water, the slides were incubated with RNAScope 1 × Target Retrieval Reagent for 5 min at 100°C, followed by washing with distilled water and incubation in 100% alcohol for 3 min. The slides were then completely dried at room temperature. An ImmEdge hydrophobic barrier pen was used to draw a circle around each slice. The dry slides were then placed onto an EZ-Batch Slide Holder and five drops of Protease III were added to completely cover the tissues. After incubating with Protease III at 40°C for 30 min, the slides were rinsed with distilled water. Four drops of probe mix were then added to each section and incubated for 2 h at 40°C. The four targeting probes were *Krt5* (GenBank accession number NM_027011.2, Cat No. 415041, ACD) in channel C1, *Eno3* (GenBank accession number NM_007933.3, Cat No. 809781-C2, ACD) and *Lgals1* (GenBank accession number NM_008495.2, Cat No. 897151-C2, ACD) in channel C2, and *Col1a1* (GenBank accession number NM_007742.3, Cat No. 319371-C3, ACD) in channel C3. The slides were washed for 2 min with washing buffer at room temperature, then sequentially subjected to five drops of RNAScope Multiplex AMP 1 (30 min at 40°C), AMP 2 (30 min at 40°C), and AMP3 (15 min at 40°C). We used a nucleic acid fluorescent dye (Opal 520, Cat No. Akoya.A520, ACD) to mark channels C1, C2, and C3. The slides were then washed in 1× washing buffer twice between incubations, and then incubated with three to five drops of DAPI for 30 s at room temperature. Fluorescent images were acquired by laser scanning confocal fluorescence microscopy.

### 2.9 Statistical analysis

Statistical analysis was performed using GraphPad Prism 8.0 software. Student’s t-test (unpaired, two-tailed) was used to analyze the statistical differences between the two comparison groups. *p* < .05 was considered statistically significant.

## 3 Results

### 3.1 Differential expression during upper lip and primary palate development

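The RNA-seq libraries were made from lambdoidal junction tissue of C57BL/6J embryos, the tissue in which the medial nasal, lateral nasal and maxillary prominences meet before they fuse. Each library came from a pool of 17–18 embryos, and there were 3 libraries at each of the 3 stages, E10.5 (35–39 somites), E11.5 (45–47 somites) and E12.5 (48–51 somites). The authors mapped the reads to GRCm38/mm10 and deposited the number of reads that featureCounts assigned to each of 54532 genes in each of the 9 libraries, without normalization. They also deposited FPKM values and their own DESeq2 comparisons for the same genes, which are listed by Ensembl identifier and symbol. At least 1 count was found for 30199 of the genes. The total count per library was 16959676–17756251 at E10.5 (median 17533014), 18280441–20836804 at E11.5 (median 18820279) and 16581009–17919664 at E12.5 (median 17030254).
The replicate libraries of each stage were first compared with each other. Over genes, the SD of the log2 difference between 2 libraries was 0.159 for E10.5 replicates 1 and 2, but 0.521 and 0.528 when replicate 3 was compared with each of them. In E10.5 replicate 3 the difference followed the GC content of the genes (Spearman's rho = −0.73 across genes, which are not independent replicates). The corresponding SD was 0.132–0.192 among the E11.5 libraries and 0.328–0.465 among the E12.5 libraries. All 9 pairs of replicates differed by more than the counting noise (chi-square per degree of freedom 4.19–61.6), and each library was kept as a replicate of its own.
The counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, separately for each pair of stages on its 6 libraries. Genes with low counts were removed by edgeR's filterByExpr, and the libraries were scaled by TMM normalization. Genes with an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1 were counted as DEGs, which are the thresholds of the study. Expression levels are given as CPM on TMM-scaled library sizes, as mean ± SD with n = 3 libraries per stage. Because 3 libraries against 3 cannot give an exact permutation p-value below 0.1, the significance of single genes rests on the spread that edgeR estimates across all genes tested. In a principal component analysis of the log2 CPM of 16375 genes, the first component held 57.0% of the variance and ordered the stages in time, with the E10.5 libraries between −70.6 and −59.8, the E11.5 libraries between −1.56 and 12.1 and the E12.5 libraries between 53.9 and 64.8. On the second component (13.6% of the variance), E10.5 replicate 3 lay at −51.6 and E10.5 replicates 1 and 2 lay at 12.4 and 13.7.

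**Figure D1:**
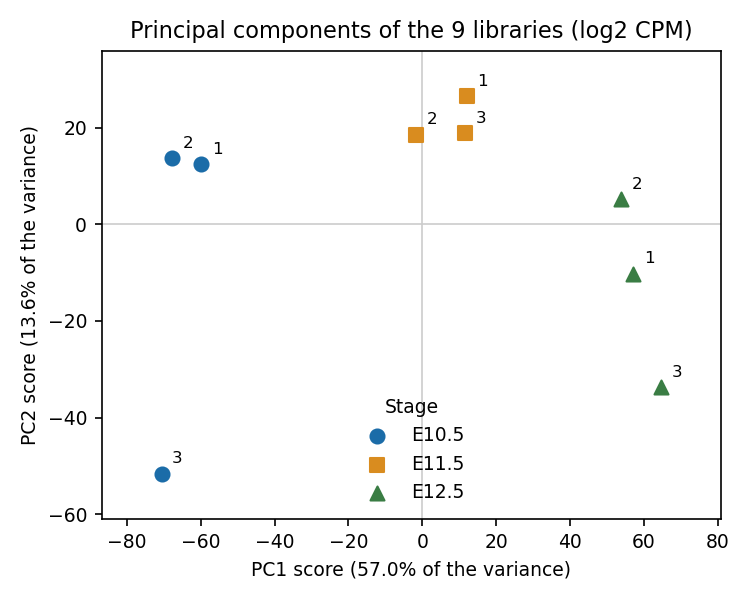
Principal component analysis of the 9 lambdoidal junction libraries, from the log2 CPM of 16375 genes. Each point is 1 library, coloured by stage and labelled with its replicate number; the axes are the scores on the first (57.0% of the variance) and second (13.6%) components. The stages are separated along the horizontal axis, and E10.5 replicate 3 lies apart from the other E10.5 libraries on the vertical axis.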

To investigate transcriptomic changes during the fusion of the upper lip and primary palate (Figure 1A), we calculated the FPKM expression values for differentially expressed genes (DEGs) and compared their fold-change values among different time points. FDR ≤ .05 and |log2 (foldchange)| ≥ 1 were set as the threshold values. Differential expression analysis identified 1138, 2552, and 819 DEGs in E11.5 vs. E10.5, E12.5 vs. E10.5, and E12.5 vs. E11.5, respectively. 

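From the deposited counts, 954 of 15708 genes tested were DEGs in E11.5 vs. E10.5, 2392 of 15899 in E12.5 vs. E10.5 and 806 of 15808 in E12.5 vs. E11.5. The biological coefficient of variation between replicates was 0.177, 0.219 and 0.153, respectively. In all 954 DEGs of E11.5 vs. E10.5, all 806 of E12.5 vs. E11.5 and 2360 of the 2392 of E12.5 vs. E10.5, the 3 libraries of one stage lay above the 3 libraries of the other. Over all genes tested, such a separation was found for 36.7%, 35.3% and 42.4% in the same order, where chance gives 10%. Of the DEGs, 829, 2074 and 752 were protein-coding in E11.5 vs. E10.5, E12.5 vs. E10.5 and E12.5 vs. E11.5. A test of the 3 stages together found 4630 of 16375 genes with an adjusted p-value of at most 0.05.
The authors' deposited table gives 1138, 2552 and 819 DEGs at these thresholds, and 929, 2254 and 742 of them were also called here. Of the authors' DEGs that were not, 82, 247 and 41 had counts too low to be tested. A further 123, 36 and 34 had an adjusted p-value above 0.05, and 4, 15 and 2 fell short of the fold-change threshold. The setting that moved the counts most was glmTreat, which tests each gene against an absolute log2 fold change of 1 in place of 0, and called 213, 933 and 144 genes. Single libraries also moved the counts by more than 1.5 times. In E11.5 vs. E10.5 there were 395 DEGs without E11.5 replicate 1, 453 without E11.5 replicate 3 and 1592 without E10.5 replicate 3. In E12.5 vs. E11.5 there were 502 without E11.5 replicate 2 and 512 without E12.5 replicate 1. For E12.5 vs. E10.5 the fits that left out 1 library gave between 1895 and 2738 DEGs.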

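Among the DEGs of E11.5 vs. E10.5, 544 were upregulated and 410 downregulated. The corresponding numbers were 1585 and 807 in E12.5 vs. E10.5, and 654 and 152 in E12.5 vs. E11.5. Upregulated genes thus made up 57.0%, 66.3% and 81.1% of the DEGs, while the median log2 fold change of all genes tested was −0.032, −0.0063 and 0.019. The shares were 57.1%, 65.1% and 80.3% with DESeq2's size factors and 58.0%, 70.1% and 84.3% with upper quartile normalization. The majority in E11.5 vs. E10.5 depended on 1 library, since without E10.5 replicate 3 there were 772 upregulated and 820 downregulated DEGs. Without E12.5 replicate 2, E12.5 vs. E11.5 gave 789 upregulated and 392 downregulated DEGs, an upregulated share of 66.8%. The numbers of DEGs with an absolute log2 fold change of at least 2 were 355 (181 of them upregulated), 916 (651) and 199 (177). This number in E11.5 vs. E10.5 was 193 without E11.5 replicate 1 and 233 without E11.5 replicate 3.
The strongest evidence for single genes was ranked by p-value among the DEGs whose libraries did not overlap between the stages. In E11.5 vs. E10.5, the upregulated genes were led by Cpxm2 (log2 fold change 5.88, standard error 0.32), Col17a1 and Krt5, and the downregulated genes by Crb2 (−2.83), Sox3 (−3.16) and Sox1 (−6.22). Sox3 and Sox1 had adjusted p-values of 7.23e-04 and Cpxm2 and Crb2 of 5.76e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In E12.5 vs. E10.5, Krt5, Pax1 and Ogn (7.60) led the upregulated genes, and Lin28a (−7.19), Lin28b (−4.71) and Igdcc3 (−6.10) the downregulated genes. In E12.5 vs. E11.5, Aspn (5.77) and Matn4 (5.03) rose together with Tnmd, and Hemgn (−3.64), Dpep1 (−2.99) and Lix1 (−1.56) fell. All of these calls held in each of the 6 fits that left out 1 library.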

Further analysis of three comparison groups (E11.5 vs. E10.5, E12.5 vs. E10.5, and E12.5 vs. E11.5) identified 628, 1,612, and 660 upregulated genes and 510, 940, and 159 downregulated genes, respectively (Figure 1B, Supplementary Table S2).

**FIGURE 1:**
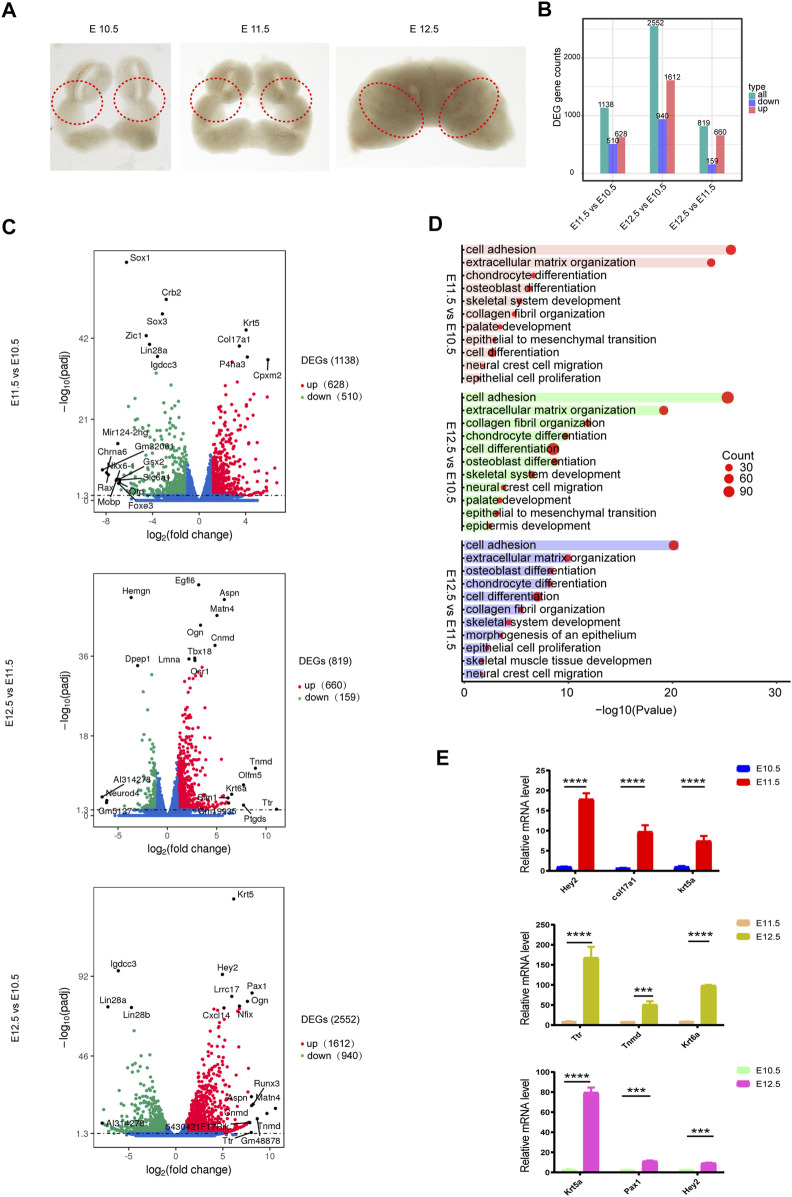
Transcriptomic changes during upper lip and primary palate development. **(A)** Lambdoidal junction tissues of mice at embryonic days 10.5, 11.5, and 12.5. **(B)** Histogram showing upregulated and downregulated DEGs for comparison groups E11.5 vs. E10.5, E12.5 vs. E10.5, and E12.5 vs. E11.5, respectively. **(C)** Volcano plots showing upregulated and downregulated DEGs in comparison group E11.5 vs. E10.5 (upper), E12.5 vs. E11.5 (middle), and E12.5 vs. E10.5 (lower), respectively. **(D)** Gene ontology analysis of upregulated DEGs in comparison group E11.5 vs. E10.5 (upper), E12.5 vs. E10.5 (middle), and E12.5 vs. E11.5 (lower), respectively. Circle size: gene number; bar length: range of *p* values. **(E)** Quantitative PCR validation of representative genes. *p < .05.

In these three comparison groups, the upregulated DEGs were mainly associated with cell adhesion (*Col16a1*, *Col12a1*, etc.) (Chen et al., 2014), extracellular matrix organization (*Col17a1*, *Col16a1*, etc.) (Grässel and Bauer, 2013), chondrocyte differentiation (*Osr2*, *Wnt10b*, etc.) (Lam et al., 2013), cell differentiation (*Foxa1*, *Sema5a*, etc.) (Katoh et al., 2013), skeletal system development (*Tgfb2, Fst*, etc.) (Twine et al., 2014), palate development (*Pdgfra*, *Wnt11*, etc.) (Lee et al., 2008), etc (Figures 1C,D, Supplementary Table S3). 

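The 11 genes named for these Gene Ontology terms were Col16a1, Col12a1, Col17a1, Osr2, Wnt10b, Foxa1, Sema5a, Tgfb2, Fst, Pdgfra and Wnt11. All 11 were upregulated DEGs in E12.5 vs. E10.5, with log2 fold changes from 1.17 to 4.60. In E11.5 vs. E10.5, 10 were upregulated DEGs, and in E12.5 vs. E11.5, 6 were. Adjusted over the list alone, 11, 11 and 8 of the 11 had an adjusted p-value of at most 0.05 in E11.5 vs. E10.5, E12.5 vs. E10.5 and E12.5 vs. E11.5, against 10, 11 and 7 over all genes tested. The genes were chosen on these same libraries, so the values adjusted over the list alone are not independent evidence.
Osr2 (ENSMUSG00000022330) lies on chromosome 15 of GRCm38 from 35296098 to 35303305. It rose from 2.36 ± 0.834 CPM at E10.5 to 16.3 ± 3.41 at E11.5 and 56.9 ± 8.88 at E12.5 (SD, n = 3 libraries each), with log2 fold changes of 2.79 (standard error 0.29) and 1.80 (standard error 0.18) between successive stages. Foxa1 went from 1.67 ± 0.417 CPM at E10.5 to 0.968 ± 0.217 at E11.5, a log2 fold change of −0.78 with an adjusted p-value of 0.174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and then rose to 8.53 ± 0.993 CPM at E12.5 (log2 fold change from E11.5 3.13, standard error 0.24). Sema5a was level from E11.5 (191 ± 30.2 CPM) to E12.5 (192 ± 60.5 CPM). In that comparison Wnt11 (log2 fold change 0.080), Pdgfra (0.26) and Tgfb2 (0.40) were also below the threshold, and Col17a1 lay just below it (0.97), and was called with upper quartile normalization (1.02) and without E12.5 replicate 3 (1.10).
The calls of some of these genes in E11.5 vs. E10.5 depended on single libraries. Those of Col16a1 (log2 fold change 1.34) and Wnt11 (1.23) were lost in 5 of the 6 fits that left out a library, with adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment of up to 0.152 and 0.168 without E11.5 replicate 1 and log2 fold changes of 1.00 and 0.96 without E10.5 replicate 3. Both kept their call without E10.5 replicate 1. Without E10.5 replicate 3, Col12a1 (1.13) fell below the fold-change threshold (0.95). Without E11.5 replicate 1 or 3, the adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.1004 and 0.0896 for Col12a1, 0.0610 and 0.0522 for Pdgfra (1.27) and 0.0734 and 0.0613 for Wnt10b (2.27). In E12.5 vs. E10.5, Sema5a was at 0.92 without E12.5 replicate 2 and Wnt11 (1.32) was not called without E12.5 replicate 3 (1.23). Sema5a moved in E12.5 vs. E11.5 from −0.0012 to 0.20 without E12.5 replicate 3. In that comparison Fst (1.03) fell to 1.00, 0.96 and 0.94 without E11.5 replicate 1, E11.5 replicate 2 and E12.5 replicate 3, and Col12a1 (1.30) to 0.88 without E12.5 replicate 2. Without E11.5 replicate 2 the adjusted p-value of Col12a1 there was 0.0600 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.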

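In the RNA-seq libraries, Krt5 was measured at 2.12 ± 0.431 CPM at E10.5, 34.5 ± 8.43 at E11.5 and 151 ± 2.42 at E12.5 (SD, n = 3 libraries each). Pax1 (ENSMUSG00000037034, chromosome 2 of GRCm38, 147361925–147393295, plus strand) rose from 0.337 ± 0.179 CPM through 19.4 ± 9.41 to 93.5 ± 8.84, with log2 fold changes of 5.82 (standard error 0.53) in E11.5 vs. E10.5 and 2.27 (standard error 0.29) in E12.5 vs. E11.5. Hey2 rose from 3.42 ± 0.703 CPM through 34.6 ± 16.3 to 106 ± 8.99, with log2 fold changes of 3.34 (standard error 0.40) and 1.61 (standard error 0.29). The adjusted p-values of Pax1 in the 2 comparisons were 0.0013 and 7.85e-04, and those of Hey2 were 0.00261 and 0.00521, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without E12.5 replicate 1, the call of Hey2 in E12.5 vs. E11.5 was lost (log2 fold change 1.54, adjusted p-value 0.0521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Krt6a and Tnmd were at the limit of detection before E12.5. Neither had more than 3 counts in any E10.5 or E11.5 library, so only lower bounds of their change can be given. At E12.5, Krt6a reached 1.72 ± 0.115 CPM, at least 9.25-fold higher than at E10.5 and at least 10.6-fold higher than at E11.5. Tnmd, on chromosome X from 133850980 to 133865577, reached 9.10 ± 1.58 CPM, at least 49.0-fold and at least 56.4-fold higher. Of the exon sequence of Krt6a, 19.5% overlaps an antisense gene, and the text of the paper does not state whether the counting used the strand. Ttr (ENSMUSG00000061808, chromosome 18, 20665250–20674324, plus strand) did not pass the filter on low counts, because it was found in only 2 of the 3 E12.5 libraries. It was at 15.1 CPM in E12.5 replicate 1, 46.9 in replicate 2 and 0 in replicate 3, and at most 0.174 CPM in any E10.5 or E11.5 library. Its mean at E12.5 was at least 111-fold higher than at E10.5, with 1 of the 3 libraries showing no rise.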

Khan et al. (2019) reported a smaller collagen fibril diameter and a higher collagen number density and fibril-area fraction on the medial side of cleft lip tissue, indicating the potential role of collagen in CL/P. We then performed qPCR validation of the top candidate upregulated DEGs (*Krt5*, *Pax1*, *Hey2*, *Ttr*, *Krt6a*, and *Tnmd*) involved in organic development between different comparison groups (Figure 1E).

### 3.2 Validation of development-associated DEGs by RNAScope

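Across the 3 comparisons, 156 genes were upregulated DEGs in each and 27 were downregulated DEGs in each. Because the 3 comparisons use the same libraries, 20 sets of 9 libraries without a difference between stages were simulated, and 0 genes were shared in either direction, at the adjusted p-value and also at an unadjusted p-value below 0.05, where the data gave 194 upregulated and 44 downregulated genes. Of 50 assignments of the 9 libraries to 3 groups of 3, the real one included, 1 gave 156 or more shared upregulated genes and 1 gave 27 or more shared downregulated genes, and both were the real one. At an unadjusted p-value below 0.05 the others gave at most 2 and 1. The simulated sets held no change and the other assignments mixed the stages. Neither can therefore tell how much the shared libraries add to the overlap where the stages do differ. Of the genes of Supplementary Table S4, 148 of 177 upregulated and 25 of 28 downregulated genes were shared DEGs here as well. A further 8 upregulated and 2 downregulated genes were shared DEGs here only. The number of shared upregulated genes was 82, 91 and 80 without E11.5 replicates 1, 2 and 3. That of shared downregulated genes was 16 without E11.5 replicate 1, 14 without E11.5 replicate 3 and 39 without E12.5 replicate 2.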

We further profiled the consistently upregulated and downregulated DEGs from E10.5 to E12.5 (Figure 2A, Supplementary Table S4). 

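Lgals1 (ENSMUSG00000068220, chromosome 15 of GRCm38, 78926725–78930465, plus strand) was at 73.6 ± 8.80 CPM at E10.5, 152 ± 21.3 at E11.5 and 478 ± 145 at E12.5 (SD, n = 3 libraries each). Its log2 fold changes were 1.05 (standard error 0.14) in E11.5 vs. E10.5 and 1.65 (standard error 0.21) in E12.5 vs. E11.5. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224–94953042, plus strand) rose from 41.5 ± 19.7 CPM through 267 ± 58.8 to 758 ± 199, with log2 fold changes of 2.69 (standard error 0.34) and 1.499 (standard error 0.22). Krt5 (ENSMUSG00000061527, chromosome 15, 101707070–101712898, minus strand) had log2 fold changes of 4.03 (standard error 0.26) and 2.13 (standard error 0.17). From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p-values in the 2 comparisons were 0.00411 and 8.13e-04 for Lgals1, 0.00334 and 0.00166 for Col1a1, and 7.23e-04 and 5.77e-05 for Krt5. In each comparison the 3 libraries of the later stage lay above those of the earlier one for all 3 genes. The first rise of Lgals1 was close to the fold-change threshold, and fell below it without E10.5 replicate 2 (0.98) or E11.5 replicate 3 (0.97).
The other upregulated genes of Fig. 2B were Hbb-bs, Anxa2, Penk, Tmem26, Cyp26b1, Cxcl14 and Hbb-bt. All 10 were upregulated DEGs in E11.5 vs. E10.5 and in E12.5 vs. E10.5, where log2 fold changes ranged from 2.71 for Lgals1 to 6.57 for Penk. In E12.5 vs. E11.5, 9 were, and Hbb-bt was not (log2 fold change 0.75, 48.9 ± 7.78 to 82.5 ± 14.7 CPM). Hbb-bs and Hbb-bt are near-identical adult beta-globin genes between which the counting could have split or lost reads, and they are red blood cell transcripts. For E12.5 vs. E11.5, Tmem26 (1.17) was not called without E11.5 replicate 2 (0.95), and Cyp26b1 (1.20) was not called without E11.5 replicate 2 (0.94). Without E12.5 replicate 1 in that comparison, and without E11.5 replicate 1 in E11.5 vs. E10.5 (2.57), the adjusted p-values of Cyp26b1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0511 and 0.0557. With all libraries kept, a fit on all 9 libraries gave Cyp26b1 0.0525 in E12.5 vs. E11.5 by the same test.

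**Figure D2:**
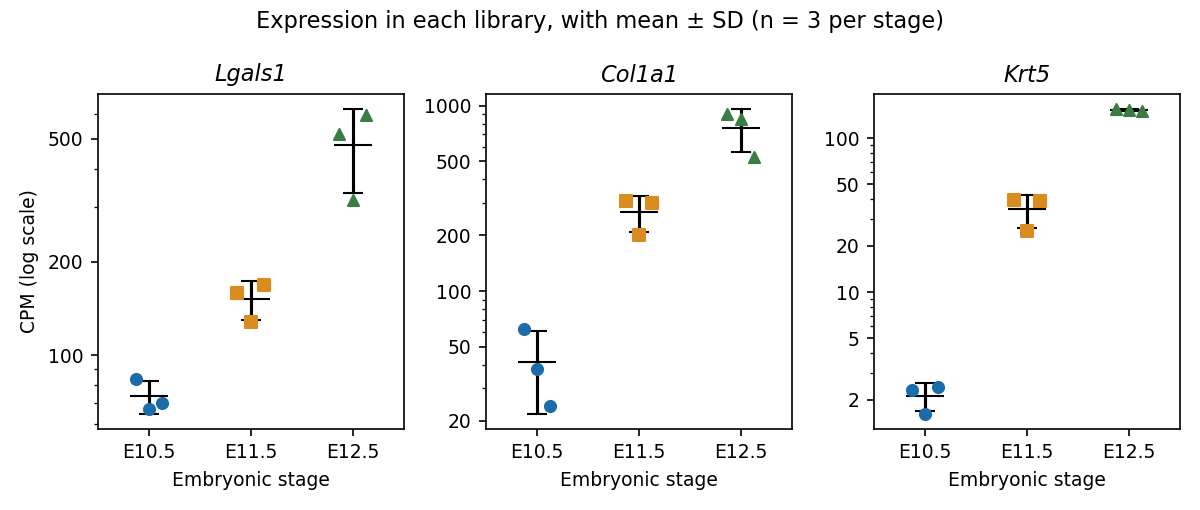
Expression of Lgals1, Col1a1 and Krt5 in the lambdoidal junction at E10.5, E11.5 and E12.5, in CPM on a log axis. Points are single libraries, and the horizontal lines with bars are the mean and SD of 3 libraries. Krt5 goes from 2.12 CPM at E10.5 to 151 CPM at E12.5, and Col1a1 from 41.5 to 758 CPM.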

Among the top 10 upregulated DEGs (Figure 2B), *Lgals1* reportedly regulates cell growth, migration, and proliferation (Wu et al., 2019); *Col1a1* is involved in collagen formation; and *Krt5* facilitates epithelial tissue differentiation. The persistently downregulated gene *Eno3* plays an important role in muscle development and regeneration (Merkulova et al., 1997). 

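Eno3 (ENSMUSG00000060600) lies on the plus strand of chromosome 11 of GRCm38 from 70657202 to 70662513. Its level fell from 71.8 ± 2.45 CPM at E10.5 to 29.6 ± 4.00 at E11.5 and 12.9 ± 1.22 at E12.5 (SD, n = 3 libraries each). The log2 fold change was −1.27 (standard error 0.12) in E11.5 vs. E10.5 and −1.21 (standard error 0.15) in E12.5 vs. E11.5, with adjusted p-values of 0.00146 and 6.37e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From E10.5 to E12.5 it was −2.47 (standard error 0.18), and every later library lay below every earlier one. With each library left out in turn, the 2 successive changes stayed between −1.38 and −1.21 and between −1.29 and −1.11.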

The 177 shared upregulated genes were mainly correlated with skeletal system development, ossification, connective tissue development, and extracellular matrix organization (Figure 2C). 

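The 10 downregulated genes of Fig. 2B were Mogat2, Sall4, Fgf8, Arid3b, Eno3, Dusp9, Fignl2, Lin28a, Igdcc3 and Lin28b, and all 10 were downregulated DEGs in each of the 3 comparisons. Their log2 fold changes ranged from −4.26 to −1.21 in E11.5 vs. E10.5, from −2.94 to −1.21 in E12.5 vs. E11.5 and from −7.19 to −2.47 in E12.5 vs. E10.5. Lin28a fell furthest, from 80.7 ± 26.1 CPM at E10.5 to 4.18 ± 1.71 at E11.5 and 0.537 ± 0.292 at E12.5 (SD, n = 3 libraries each). Its paralog Lin28b fell from 159 ± 44.4 CPM through 32.4 ± 6.55 to 6.04 ± 0.891, and Igdcc3 from 407 ± 126 through 33.9 ± 11.1 to 5.88 ± 2.23. Sall4, which the study assigns to neural tube closure, fell from 75.9 ± 13.9 CPM through 31.2 ± 5.97 to 9.26 ± 0.156. In every one of these genes the later libraries lay below the earlier ones in each comparison. The call of Mogat2 in E11.5 vs. E10.5 (log2 fold change −1.29) was lost without E10.5 replicate 2 (−1.14), E11.5 replicate 1 (−1.08) or E11.5 replicate 3 (−1.24), while the other 9 were called in each fit that left out 1 library.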

28 The shared downregulated genes were mainly related to neural tube closure. To validate the bioinformatic analysis of the expression profiles and confirm the exact location of these DEGs in lambdoidal junction tissues, RNAScope was used to profile the location and expression levels of *Lgals1*, *Col1a1*, *Krt5*, and *Eno3* (Figure 2D). As expected, the results basically matched those of our bioinformatic analysis. *KRT5*, a known periderm marker, was mainly expressed in the superficial layer of the epidermis. *Col1a1*, important for fibril-forming collagen production, was mainly expressed in the mesenchyme (Figure 2D). The results revealed that our RNA sequencing data reliably recognized potential differentially expressed genes in upper lip and primary palate development.

**FIGURE 2:**
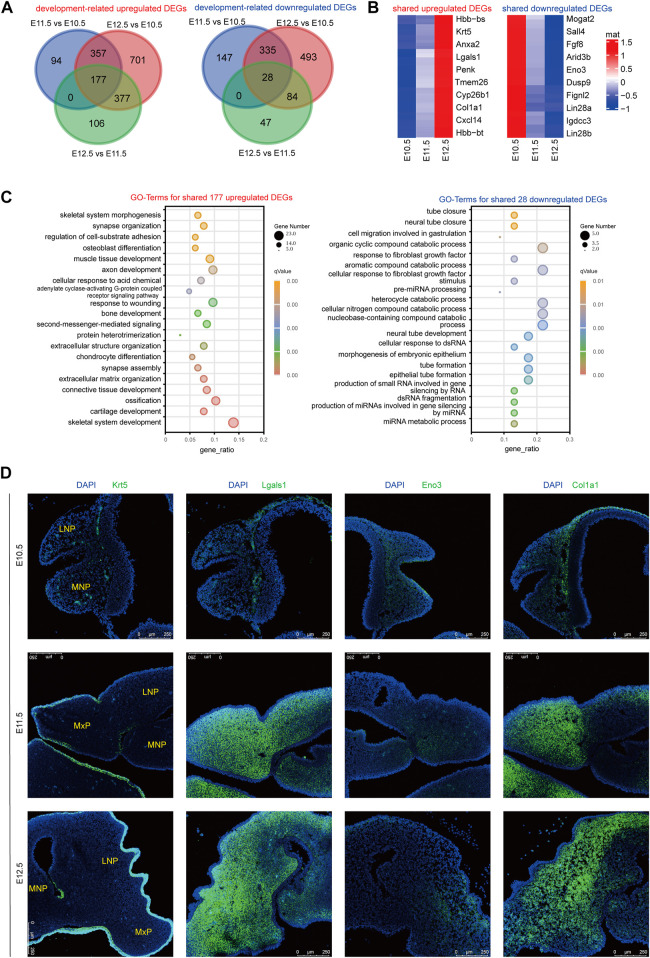
RNAScope validation of development-associated upregulated or downregulated DEGs. **(A)** Venn diagram showing the amount of shared upregulated or downregulated DEGs among comparison group E11.5 vs. E10.5, E12.5 vs. E11.5, and E12.5 vs. E10.5. **(B)** Heatmap showing the top ten shared upregulated or downregulated DEGs among E10.5, E11.5, and E12.5. Color key: expression levels, **(C)** GO terms for shared upregulated (left) and downregulated (right) DEGs from E10.5 to E12.5. **(D)** RNAScope analysis of the location and expression levels of candidate genes among E10.5, E11.5, and E12.5. MxP: maxillary prominence; LNP: lateral nasal; MNP: medial nasal.

### 3.3 Important signaling pathways and relative DEGs involved in upper lip and primary palate development

We further performed gene set enrichment analysis (GSEA) on different comparison groups based on KEGG analysis (Supplementary Table S5). 

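The genes of 5 signaling pathways were written out as lists before the data were examined; the KEGG gene sets of the study were not used here. The lists held 150 genes for Wnt, 280 for PI3K-Akt, 281 for MAPK, 161 for Hippo and 93 for TGF-beta. Many genes belong to several lists, with 96 shared by MAPK and PI3K-Akt, 52 by Hippo and Wnt and 31 by Hippo and TGF-beta. Each list was compared with all other genes tested by limma's camera test (two-sided, with a preset correlation of 0.01 between genes), and the p-values were adjusted over the 15 tests of 5 lists in 3 comparisons.
In E11.5 vs. E10.5, the median log2 fold change was 0.10 over the 140 Wnt genes tested and 0.17 over the 80 TGF-beta genes, with adjusted p-values of 0.0019 and 0.00423 from limma's camera test with Benjamini-Hochberg adjustment. It was 0.038 over 244 PI3K-Akt genes, 0.051 over 150 Hippo genes and 0.031 over 251 MAPK genes, with adjusted p-values of 0.0884, 0.167 and 0.212 from limma's camera test with Benjamini-Hochberg adjustment. Log2 fold changes above 0 were found for 92 of the Wnt genes, 56 of TGF-beta, 133 of PI3K-Akt, 87 of Hippo and 139 of MAPK. Adjusted over the list alone, 50 Wnt and 32 TGF-beta genes differed at an adjusted p-value of at most 0.05, against 33 and 27 over all genes tested.
In E12.5 vs. E10.5, the medians were 0.16 for Wnt, 0.11 for TGF-beta, 0.097 for PI3K-Akt, 0.10 for MAPK and 0.0092 for Hippo, with adjusted p-values of 0.0218, 0.0557, 0.167, 0.232 and 0.457 from limma's camera test with Benjamini-Hochberg adjustment. In E12.5 vs. E11.5, the 5 medians lay between −0.0039 (Hippo) and 0.037 (MAPK), with adjusted p-values of 0.513–0.954 from limma's camera test with Benjamini-Hochberg adjustment. In this last comparison the sign of 4 medians depended on single libraries. Without E12.5 replicate 2 the median was −0.020 for Wnt, −0.023 for PI3K-Akt and −1.37e-06 for TGF-beta, and without E11.5 replicate 2 it was 0.017 for Hippo. In E12.5 vs. E10.5, the adjusted p-value of the Wnt list from limma's camera test with Benjamini-Hochberg adjustment was 0.0602 without E10.5 replicate 3 and 0.109 without E12.5 replicate 2, while that of the TGF-beta list was 0.0178–0.0499 in 5 of the 6 fits that left out 1 library.
These calls depended on the test used. With the correlation estimated from the data, no list had an adjusted p-value of at most 0.05, and 2 had an unadjusted p-value below 0.05 (Wnt and TGF-beta in E11.5 vs. E10.5). With fry, which rotates the residuals and compares each list with no change, the Wnt, PI3K-Akt, Hippo and TGF-beta lists had adjusted p-values of at most 0.05 in E11.5 vs. E10.5 and in E12.5 vs. E10.5, and none of the 5 did in E12.5 vs. E11.5, where none had an unadjusted p-value below 0.05 either.

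**Figure D3:**
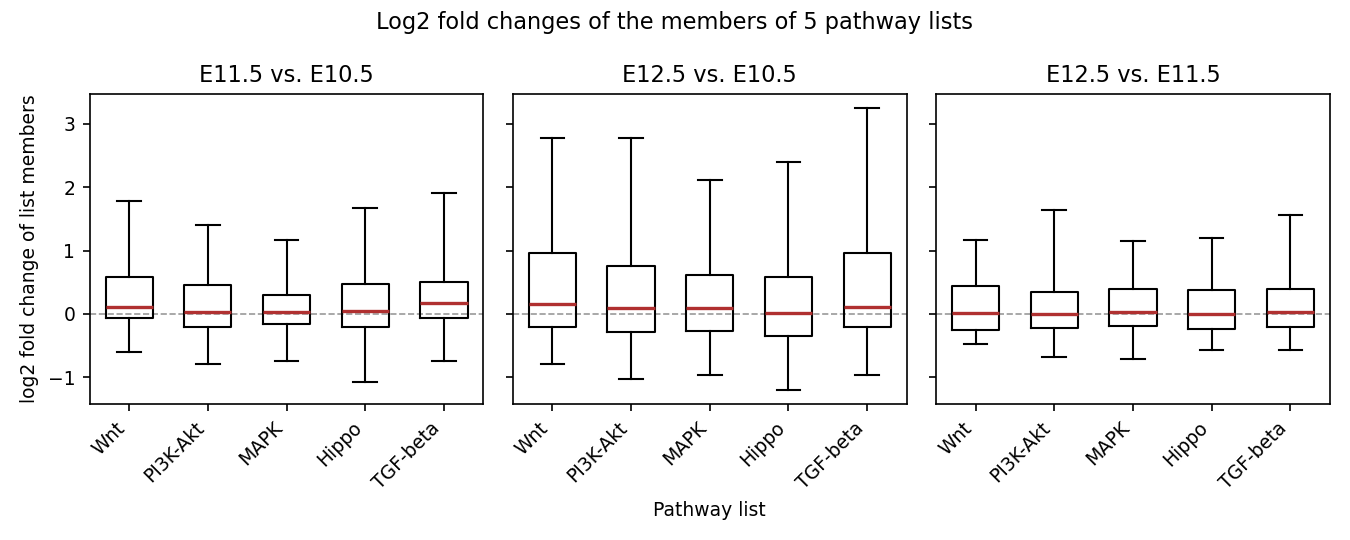
Log2 fold changes of the genes of 5 pathway lists in the 3 comparisons. For each list, the box gives the quartiles of the log2 fold changes of its genes, the red line their median and the whiskers their 5th and 95th percentiles; the dashed line marks 0. The medians in E11.5 vs. E10.5 run from 0.031 (MAPK) to 0.17 (TGF-beta), and in E12.5 vs. E11.5 all lie close to 0.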

As shown in Figure 3, from E10.5 to E12.5, the genes correlated with the Wnt, PI3K-Akt, MAPK, Hippo, and TGF-beta signaling pathway showed a trend toward up-regulation. Several Wnt signaling-related genes are reportedly involved strongly in orofacial clefts (Reynolds et al., 2019). Excessive intake of retinoic acid (RA) could cause cleft palate and PI3K-Akt signaling was related to the action of RA, implying the possible influence of PI3K-Akt signaling on palate development (Hu et al., 2013). MAPK signaling affected palate development in animal studies (Liu et al., 2019a). Differences in DNA methylation have been reported in many candidate genes contributing to non-syndromic cleft upper lip with or without cleft palate (NSCL/P), meanwhile, common differential methylation was also found in genes correlated with the Hippo signaling pathway, indicating an association between this pathway and NSCL/P (Young et al., 2021). The TGF-beta signaling pathway is essential for the morphogenesis of craniofacial tissues, the failure of which can cause severe craniofacial defects (Dudas et al., 2006).

**FIGURE 3:**
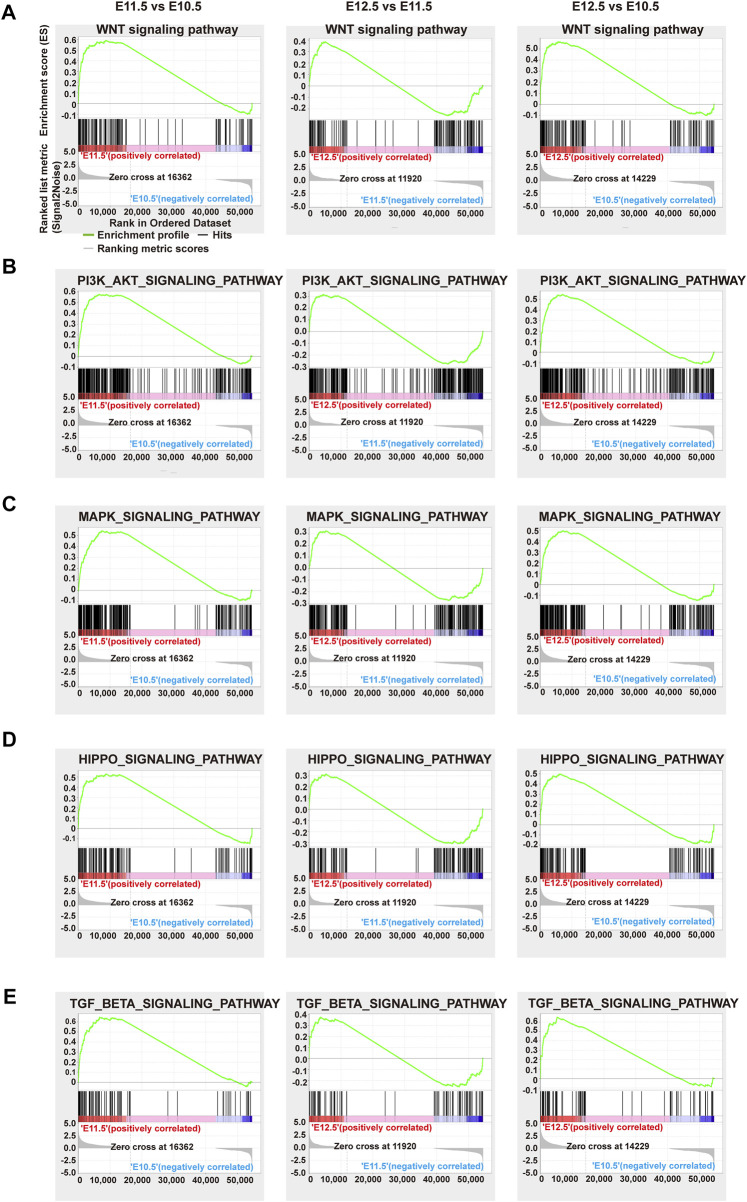
GSEA analysis of representative significant signal pathways. Gene set enrichment plots of the **(A)** Wnt, **(B)** PI3K-AKT, **(C)** MAPK, **(D)** Hippo, and **(E)** Tgf-beta signaling pathways among comparison groups E11.5 vs. E10.5 (left), E12.5 vs. E11.5 (middle), and E12.5 vs. E10.5 (right), respectively. Green curve: enrichment score; vertical red or blue bars: gene positions.

To further investigate the relationship between the above signaling pathways and related DEGs that might play important roles during lip and primary palate development, we constructed a signal-gene network based on KEGG analysis (Figure 4). We selected 138 significant DEGs involving the above five pathways as potential targets during upper lip and primary palate development (Supplementary Table S6). Among these DEGs, *Tnn, Gdf7, Inhba, Col6a6, Cdkn2b, Wnt3a, Wnt10b, Tgfb2*, *Col6a1*, and *Col1a1* in comparison groups E11.5 vs. E10.5*; Wnt16, Dcn, Fgf18, Chrm1, Lama3, Bmp6, Tnc, Gng4, Chad*, and *Col9a3* in comparison group E12.5 vs. E11.5*;* and *Gdf7, Tnn, Flt3, Inhba, Gng4*, *Ngf*, *Lama3, Col6a1, Cacna2d3*, and *Tnc* in comparison group E12.5 vs. E10.5 showed relatively high fold-changes in expression levels. 

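Supplementary Table S6 lists 138 distinct genes, of which 132 remain when the entries for ECM-receptor interaction are left out. It gives 69 genes for E11.5 vs. E10.5, 51 for E12.5 vs. E11.5 and 106 for E12.5 vs. E10.5. Of these, 68, 51 and 105 passed the filter on low counts and could be tested. Upregulated DEGs here were 63 of the 69, 49 of the 51 and 104 of the 106, and all genes tested had a log2 fold change above 0. The median log2 fold change of the genes tested was 1.65 (range 1.00–4.94), 1.54 (1.02–3.29) and 1.81 (1.02–5.42). The genes that were not called were Creb5, Dkk4, Frmd6, Lama2, Lama3 and Ptprr in E11.5 vs. E10.5, Cacna2d2 and Hspa1a in E12.5 vs. E11.5, and Flt3 and Lama2 in E12.5 vs. E10.5, of which Lama3 in the first and Flt3 in the last were not tested. The study chose these genes as DEGs on the same libraries, so their calls here are not independent evidence.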

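All 10 genes named for E11.5 vs. E10.5 were upregulated DEGs, with log2 fold changes from 1.90 (Tgfb2) to 4.94 (Tnn). Tnn rose from 0.196 ± 0.170 CPM at E10.5 to 6.27 ± 1.52 at E11.5 and Gdf7 from 0.118 ± 0.119 to 3.31 ± 1.51 (SD, n = 3 libraries each). Inhba (ENSMUSG00000041324, chromosome 13 of GRCm38, 16011851–16031621, plus strand) rose from 0.911 ± 0.253 to 19.0 ± 8.09 CPM, with a log2 fold change of 4.37 (standard error 0.39). The log2 fold change of Wnt3a was 3.36 (standard error 0.44) and that of Col6a1 3.15 (standard error 0.41), with adjusted p-values of 0.0013 for Inhba, 0.00383 for Wnt3a and 0.00362 for Col6a1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col6a6 and Cdkn2b had at most 3 counts in each E10.5 library, and at E11.5 were at least 6.74-fold and at least 6.62-fold higher. Without E11.5 replicate 1 the adjusted p-values of Col6a6 and Cdkn2b from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0854 and 0.0593, without E11.5 replicate 3 they were 0.0742 and 0.0524, and without E10.5 replicate 2 that of Col6a6 was 0.0565.
For E12.5 vs. E11.5, all 10 genes named were upregulated DEGs, with log2 fold changes from 2.16 (Col9a3) to 3.29 (Wnt16). Wnt16 rose from 0.571 ± 0.205 to 5.64 ± 0.598 CPM, Dcn from 2.27 ± 0.696 to 18.9 ± 0.704 and Fgf18 from 0.667 ± 0.0764 to 3.78 ± 0.880. Chrm1 was low at both stages, at 0.232 ± 0.277 and 1.29 ± 0.461 CPM (log2 fold change 2.48, standard error 0.70, adjusted p-value 0.0430 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out E11.5 replicate 2 or 3 or E12.5 replicate 1 or 2 took the adjusted p-value of Chrm1 to 0.115, 0.143, 0.158 and 0.0551 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same test with all libraries kept, it was 0.0797 in a fit on all 9 libraries. With the GC content trend of each library removed, chosen after the data had been seen, it was 0.0531 by that test. For Chad (2.27) it was between 0.0533 and 0.0894 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the 5 fits that each left out a library other than E12.5 replicate 2.
In E12.5 vs. E10.5, Gdf7, Tnn, Inhba, Gng4, Lama3, Col6a1, Cacna2d3 and Tnc were upregulated DEGs in each fit that left out 1 library, with log2 fold changes from 4.59 (Tnc) to 5.42 (Tnn). Cacna2d3 rose from 0.692 ± 0.248 to 17.1 ± 1.27. Flt3 did not pass the filter on low counts: it had no count in the 3 E10.5 libraries and was at 0.410 ± 0.160 CPM at E12.5, at least 2.21-fold higher. Col6a1 reached 157 ± 39.1 CPM at E12.5.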

Immunofluorescence analysis to explore the location and relative expression levels during upper lip and primary development (Figure 5) revealed Wnt3a and Col6a1 expression in the mesenchyme, Ngf expression mainly in the lateral nasal prominence, and Gdf 7 expression mainly in the superficial layer of the epidermis (Figure 5).

**FIGURE 4:**
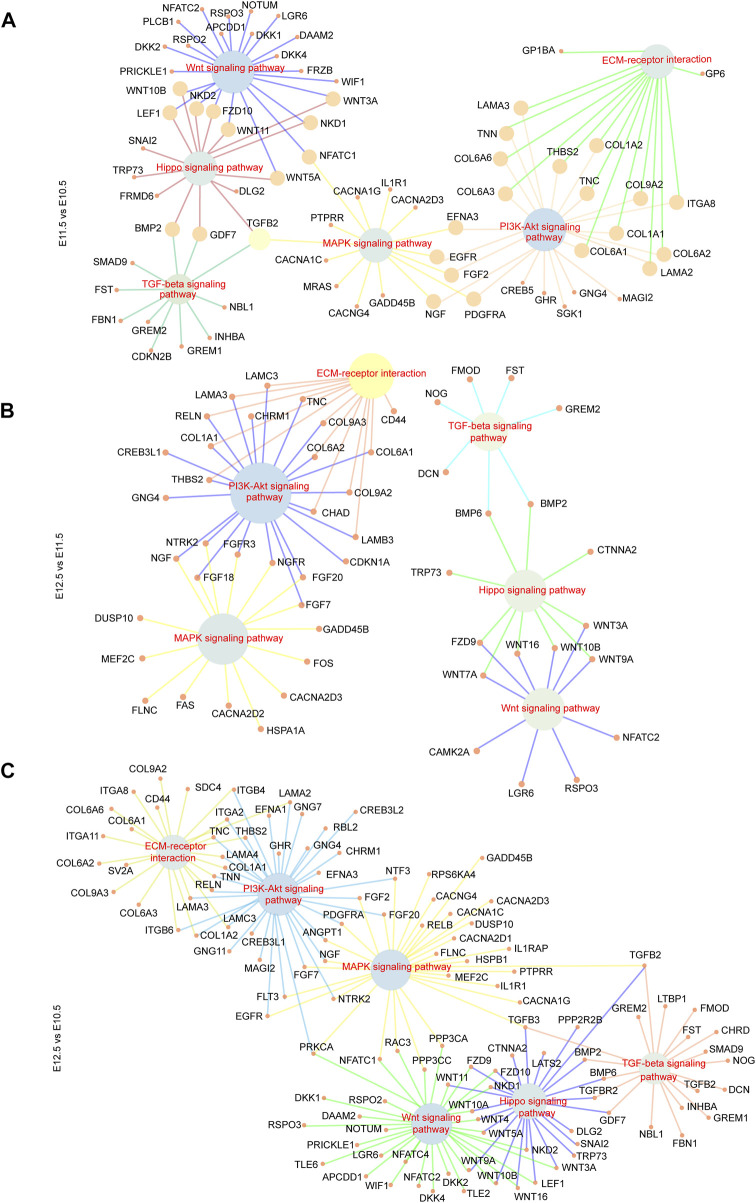
Signal-gene interaction network. DEGs and significant signal pathways playing essential roles during upper lip and primary palate development among comparison groups **(A)** E11.5 vs. E10.5, **(B)** E12.5 vs. E11.5, and **(C)** E12.5 vs. E10.5 were chosen, and profiled by constructing signal-gene networks, respectively. Inner nodes: signal pathways; surrounding nodes: genes; lines between inner and surrounding nodes: interactions between signaling pathways and genes.

**FIGURE 5:**
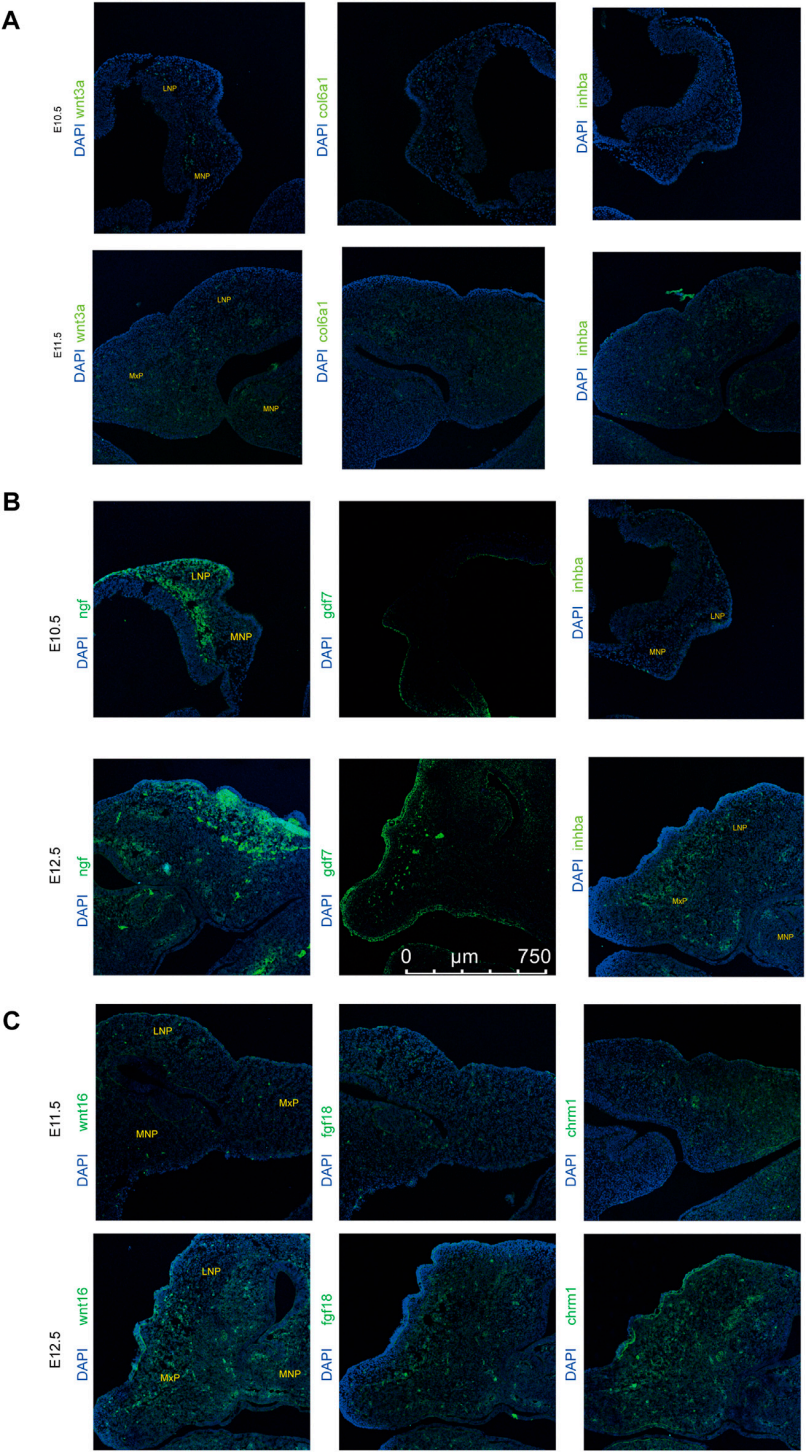
xpression levels of representative genes from the signal-gene network detected by immunofluorescence in lambdoidal junction tissues of mice at embryonic days 10.5, 11.5, and 12.5. **(A)** Expression levels of wnt3a, col6a1, and inhba between E10.5 and E11.5. **(B)** Expression levels of wnt16, fgf18, and chrm1 between E12.5 and E11.5. **(C)** Expression levels of gdf7, inhba, and ngf between E12.5 and E10.5. MxP: maxillary prominence; LNP: lateral nasal; MNP, medial nasal.

### 3.4 Alternative splicing events during upper lip and primary palate development

To investigate molecular features of upper lip and primary palate development from E10.5 to E12.5, we analyzed potential alternative splicing events (Figure 6). We identified 210, 329, and 131 AS events for E11.5 vs. E10.5, E12.5 vs. E10.5, and E12.5 vs. E11.5, respectively. These AS events include alternative 3′ splice sites (A3′SSs), alternative 5′ splice sites (A5′SSs), mutually exclusive exons (MXEs), retained introns (RIs), and skipped exons (SEs) (Figures 6A–C and Supplementary Table S7). SEs and MXEs were the primary AS events. In E11.5 vs. E10.5, the upregulated AS genes were mainly associated with cell adhesion, muscle system processes, bone trabecula formation, and axon development. In E12.5 vs. E11.5, the upregulated AS genes were strongly involved in organelle disassembly, muscle filament sliding, regulation of cell cycle phase transition, and regulation of cytoplasmic translation. In E12.5 vs. E10.5, the upregulated AS genes were primarily correlated with pinocytosis, regulation of cell morphogenesis involved in differentiation, and axonogenesis. We also conducted RT-PCR to demonstrate candidate AS changes (Figure 6D). Gene Ontology (GO) analysis of AS genes showed distinctly enriched ontologies (Figure 7). Overall, we uncovered previously unrecognized AS signatures during upper lip and primary palate development and constructed a reference dataset for cleft lip and palate.

**FIGURE 6:**
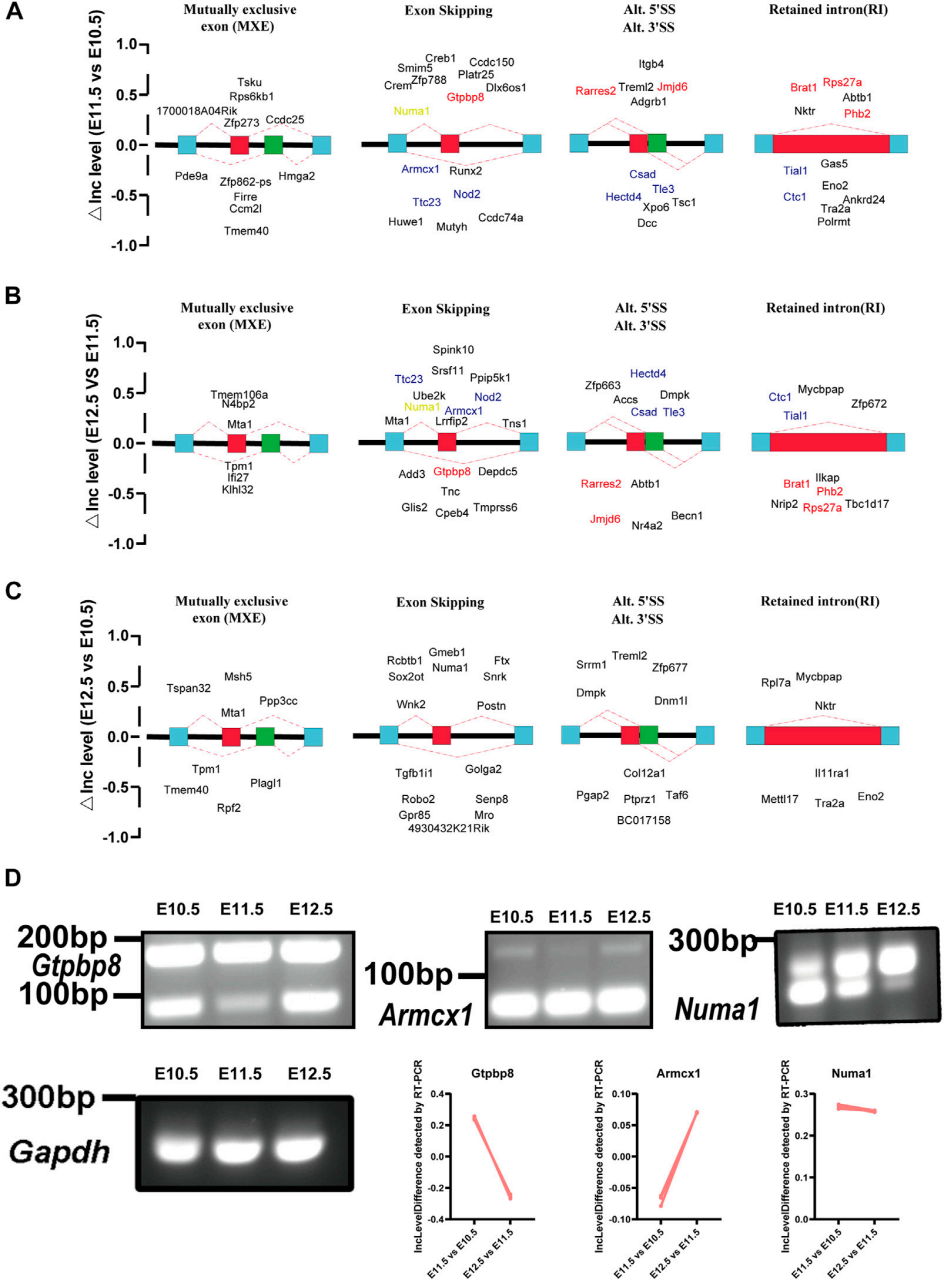
Changes in alternative splicing events in lambdoidal junction tissues of mice at embryonic days 10.5, 11.5, and 12.5. Development-associated changes in alternative splicing events among comparison groups **(A)** E11.5 vs. E10.5, **(B)** E12.5 vs. E11.5, and **(C)** E12.5 vs. E10.5. Red: changes of △Inc level that first increased and then decreased; blue: △Inc level first decreased and then increased; orange: △Inc level of Numa1 persistently upregulated from E10.5 to E12.5. **(D)** RT-PCR validation to demonstrate the expression levels of *Numa1* from E10.5 to E12.5. IncLevel Difference (△IncLevel) = IncLevel1 − IncLevel2; IncLevel1 = the expression of exon inclusion isoform/the expression of two isoforms (in experimental group 1), IncLevel2 = expression of exon inclusion isoform/expression of two isoforms (in experimental group 2).

**FIGURE 7:**
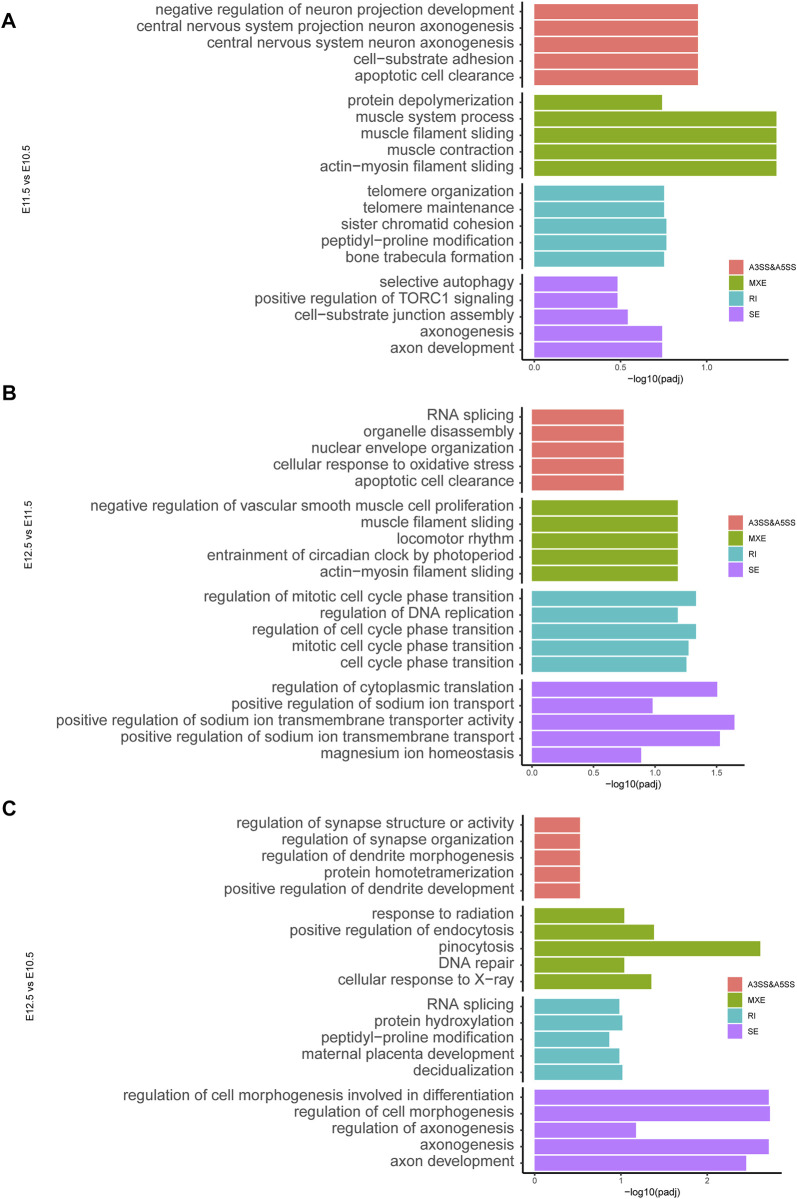
ene ontology analysis showing the top five ranked terms for alternatively spliced genes among comparison groups **(A)** E11.5 vs. E10.5, **(B)** E12.5 vs. E11.5, and **(C)** E12.5 vs. E10.5.

### 3.5 Protein-protein interaction network (PPI) analysis of development-associated DEGs

To further explore the biological functions of development-associated upregulated DEGs, we performed PPI network analyses of DEGs based on the STRING database. DEGs filtered using the threshold values (FDR ≤ .05, |Log2FC| ≥ 2) revealed 1,476 interaction relationships among 399 genes among the DEGs from comparison group E11.5 vs. E10.5 (Figure 8A). 

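The E11.5 vs. E10.5 network of Supplementary Table S8, which holds 1476 interactions, lists 398 genes. All 398 were found in the deposited table by Ensembl identifier. At the filter on low counts 383 of them were tested, and 348 were upregulated DEGs with an adjusted p-value of at most 0.05 and a log2 fold change of at least 1. With a log2 fold change of at least 2 there were 125. For 255 of the 383 genes the log2 fold change was below 2. The authors' deposited table gives a log2 fold change below 2 for 255 of the 398, and the smallest value it gives for a gene of this network is 1.00.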

The DEGs *Col1a2*, *Col1a1, Mmp2, Fgf2, Col3a1, Col5a1, Bmp2, Egfr, Runx2*, and *Col6a1* played core roles in the whole network. 

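The 10 hub genes had log2 fold changes from 1.01 (Mmp2) to 3.75 (Runx2) in E11.5 vs. E10.5, and all had higher counts in each E11.5 library than in each E10.5 library. Runx2 rose from 4.44 ± 2.92 to 59.8 ± 17.8 CPM (log2 fold change 3.75, standard error 0.49) and Egfr from 7.95 ± 1.05 to 21.3 ± 1.31 (1.42, standard error 0.15), with adjusted p-values of 0.00372 and 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col1a2 was at 382 ± 197 CPM at E10.5 and 1141 ± 91.3 at E11.5, and Col3a1 was at 440.0 ± 183 and 1005 ± 75.6 (SD, n = 3 libraries each). Mmp2 (ENSMUSG00000031740, chromosome 8 of GRCm38, 92827291–92853420) went from 118 ± 50.5 to 237 ± 8.94 CPM, a log2 fold change of 1.01 (standard error 0.30) with an adjusted p-value of 0.0671 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was not called. It was called with DESeq2, with all genes of at least 1 count and in a fit on all 9 libraries. It was also called with the replicate number as a block and with the GC content trend of each library removed. The latter was an alternative chosen after the data had been seen.
Adjusted over the list alone, all 10 had an adjusted p-value of at most 0.05, against 9 over all genes tested, and these genes were chosen on the same libraries. The calls of Col1a2 (1.58), Col3a1 (1.20), Col5a1 (1.19) and Bmp2 (1.63) depended on single libraries. Without E11.5 replicate 1 their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.135, 0.137, 0.115 and 0.0880, and without E11.5 replicate 3 they were 0.119, 0.137, 0.109 and 0.0877. Without E11.5 replicate 2 those of Col1a2, Col3a1 and Col5a1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0892, 0.0967 and 0.0686. Without E10.5 replicate 2 those of Col3a1, Col5a1 and Bmp2 were 0.0680, 0.0580 and 0.0645, and without E10.5 replicate 1 that of Col1a2 was 0.0516, each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without E10.5 replicate 3 the log2 fold changes of Col3a1 and Col5a1 were 0.89 and 0.91.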

The analysis additionally identified 10,089 interaction relationships within 443 genes within the DEGs from comparison group E12.5 vs. E11.5 (Figure 8B). The DEGs *Fos, Bmp2, Prkg2, Runx3, Mmp9, Shh, Col1a1, Wnt3a, Anxa1*, and *Gem* played key roles in the whole network. Furthermore, we identified 6433 interaction relationships among 1,176 genes in DEGs from comparison group E12.5 vs. E10.5 (Figure 8C). 

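All 10 hub genes of this comparison were upregulated DEGs in E12.5 vs. E11.5, with log2 fold changes from 1.10 (Wnt3a) to 2.87 (Anxa1). Anxa1 rose from 3.91 ± 1.23 to 28.7 ± 3.44 CPM and Runx3 from 3.36 ± 1.24 to 17.9 ± 2.25 (SD, n = 3 libraries each). Prkg2 rose from 3.70 ± 0.435 to 11.4 ± 0.217 CPM. Bmp2 rose from 7.68 ± 2.27 to 23.9 ± 1.68 CPM (log2 fold change 1.64, standard error 0.21), with an adjusted p-value of 6.53e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shh (ENSMUSG00000002633, chromosome 5 of GRCm38, 28456815–28467256, minus strand) rose from 3.95 ± 0.718 to 10.00 ± 3.62 CPM (1.33, standard error 0.27), and 15.7% of its exon sequence overlaps a gene on the other strand. Shh had fallen before that, from 23.4 ± 6.93 CPM at E10.5 (log2 fold change in E11.5 vs. E10.5 −2.56, standard error 0.26), and over E12.5 vs. E10.5 it was a downregulated DEG (−1.22, standard error 0.31). Fos (ENSMUSG00000021250, chromosome 12, 85473890–85477273, plus strand) rose from 1.52 ± 0.347 to 5.29 ± 2.40 CPM (1.80, standard error 0.35). Without E12.5 replicate 1 the adjusted p-values of Fos and Shh from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0530 and 0.0629, and Wnt3a was at 0.99. The adjusted p-value of Wnt3a from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0683 without E11.5 replicate 2 and 0.0652 without E11.5 replicate 3. With the GC content or the gene length trend of each library removed, chosen after the data had been seen, the log2 fold change of Wnt3a was 0.99 and 0.98.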

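For comparison group E12.5 vs. E10.5, hub genes of the network were examined in the same counts. Egfr, Col1a2, Fgf2, Col1a1, Mmp2, Prkg2, Bmp2, Mmp9 and Col3a1 were all upregulated DEGs, with log2 fold changes from 1.20 (Mmp2) to 4.20 (Col1a1). Fgf2 rose from 3.00 ± 0.863 CPM at E10.5 to 19.2 ± 2.34 at E12.5 and Mmp9 from 0.262 ± 0.220 to 2.38 ± 0.417 (SD, n = 3 libraries each). The standard error of Mmp2 was 0.29, and its log2 fold change was 0.89 without E10.5 replicate 3. The other 8 were called in each fit that left out 1 library.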

The DEGs *Stat1, Egfr, Col1a2, Fgf2, Col1a1, Mmp2, Prkg2, Bmp2, Mmp9*, and *Col3a1* played essential roles in the whole network. The degrees of network centrality of the genes are presented in Supplementary Table S8. The DEGs Wnt3a, Shh, and Bmp2 affect the development of the upper lip and palate; mutations in these DEGs could induce the CL/P (Dixon et al., 2011). Immunofluorescence analysis was performed to explore the location and relative expression levels of hub genes like Fos and col1a2 (Figure 9). Col1a2 was mainly expressed in the mesenchyme (Figure 9). Our results provided a range of potential target genes involved in the development of the upper lip and primary palate. Alterations of these genes might lead to CL/P.

**FIGURE 8:**
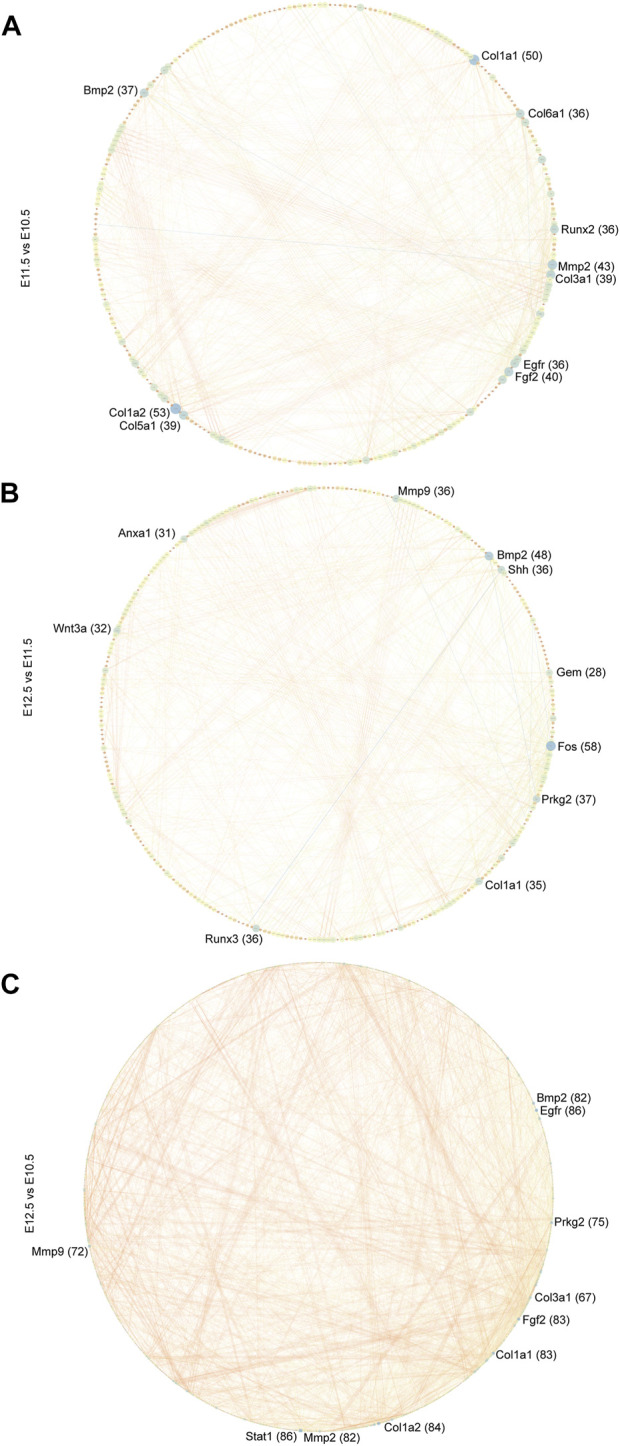
PPI network of developmentally related DEGs. PPI network of DEGs among comparison groups **(A)** E11.5 vs. E10.5, **(B)** E12.5 vs. E11.5, and **(C)** E12.5 vs. E10.5 constructed in Cytoscape. The top 10 hub nodes (genes) are marked. The numbers in parentheses next to the genes indicate the node degrees.

**FIGURE 9:**
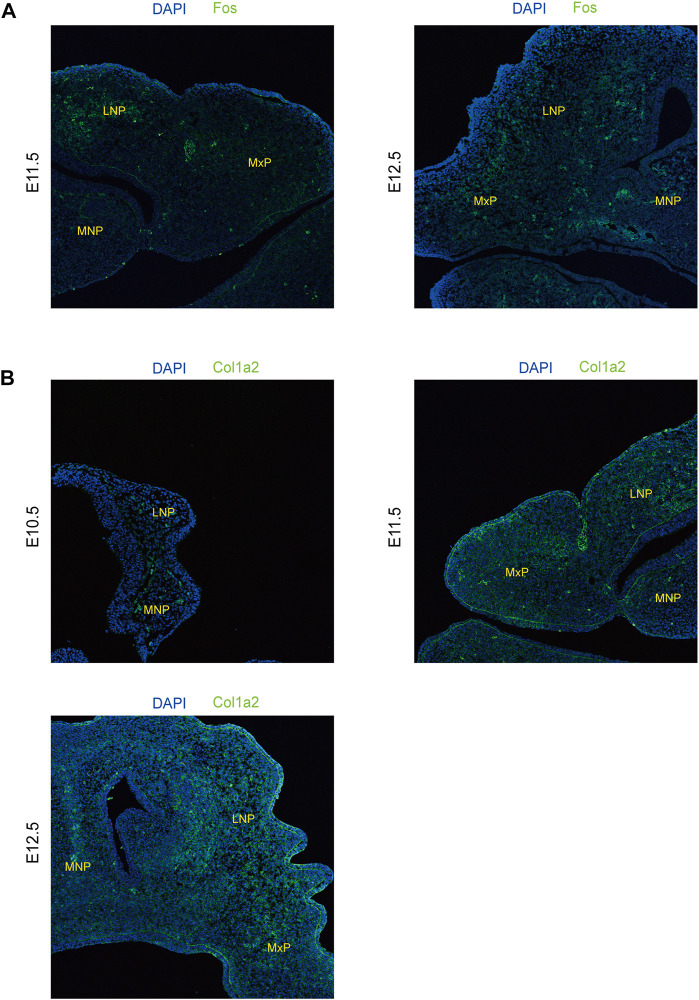
xpression levels of representative genes from the PPI network detected by immunofluorescence in lambdoidal junction tissues of mice at embryonic days 10.5, 11.5, and 12.5. **(A)** Expression levels of col1a2 at E10.5, E11.5, and E12.5. **(B)** Expression levels of Fos between E11.5 and E12.5. MxP: maxillary prominence; LNP: lateral nasal; MNP: medial nasal.

## 4 Discussion

CL/P is one of the most frequent birth defects. Two main etiological factors of CL/P are genetic and environmental (Dixon et al., 2011). Similarly, two major approaches are used to explore congenital disorders, namely, genetics and developmental approaches (Li et al., 2020). Regarding genetics approaches, most monogenetic congenital diseases are investigated by identifying series of pathogenic genes and their mutations in development. However, polygenic diseases like CL/P, involve many etiological factors. Thus, the exploration of CL/P pathogenesis through development approaches is important, and the in-depth study of the normal developmental processes of upper lip and primary development is essential.

As E10.5–11.5 was the early fusion period of the upper lip and primary palate, it is a critical period in upper lip and primary palate development. Therefore, we detected the largest number of DEGs at this stage, most of which were involved in cellular structures such as cell adhesion, extracellular matrix organization, and collagen fibril organization. 

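Which of the successive intervals had more DEGs depended on the settings. With DESeq2's size factors there were 955 DEGs in E11.5 vs. E10.5 and 800 in E12.5 vs. E11.5, with upper quartile normalization 945 and 867, with DESeq2 itself 1139 and 819, and with genes of at least 10 counts in every library 677 and 588. In a fit on all 9 libraries there were 1123 and 674. The order was the other way round with an adjusted p-value of at most 0.01 (462 and 498 DEGs) and with no fold-change threshold (1849 and 1926). The order was also reversed with the replicate number as a block (875 and 887). It was also the other way round without E11.5 replicate 1 and without E11.5 replicate 3, where E12.5 vs. E11.5 gave 697 and 618 DEGs. Without E10.5 replicate 2, E11.5 vs. E10.5 gave 687, and without E12.5 replicate 2, E12.5 vs. E11.5 gave 1181. The difference between the numbers of DEGs was not tested. The comparison that spans both intervals, E12.5 vs. E10.5, had more DEGs than either under all of these settings.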

At this stage, some DEGs associated with neural crest cell migration, including *Sema5a*, *Zeb2*, *Nrp2*, and *Pax3*, were upregulated and chondrocyte and osteoblast differentiation may have occurred (Figure 1D). Moreover, epithelial fusion and the epithelial-to-mesenchymal transition occurred among the MNP, MxP, and LNP(Losa et al., 2018). 

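Zeb2 (ENSMUSG00000026872, chromosome 2 of GRCm38, 44983632–45117395, minus strand) rose from 30.9 ± 5.37 CPM at E10.5 to 95.5 ± 30.3 at E11.5, a log2 fold change of 1.63 (standard error 0.25). The log2 fold change was 1.41 (standard error 0.19) for Pax3, 1.34 (standard error 0.30) for Nrp2 and 1.17 (standard error 0.16) for Sema5a. The adjusted p-values were 0.00659 for Zeb2, 0.00385 for Pax3, 0.0255 for Nrp2 and 0.00411 for Sema5a from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In all 4 genes each E11.5 library lay above each E10.5 library. Nrp2, at 81.3 ± 34.6 CPM at E10.5 and 206 ± 12.7 at E11.5 (SD, n = 3 libraries each), was not called without E10.5 replicate 2 or any of the 3 E11.5 libraries. Without these its adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0561 and between 0.0733 and 0.115. From E11.5 to E12.5 none of the 4 genes was a DEG, although Zeb2 had a log2 fold change of 0.72 with an adjusted p-value of 0.0477 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.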

In our results, the DEGs correlated with epithelial cell proliferation (*Ehf*, *Wnt5a*, *Col8a2*, *Col8a1*, *Fgf2*, *Egfr*, and *Runx2*) and the epithelial-to-mesenchymal transition (*Tgfb2*, *Bmp2*, *Wnt11*, *Lef1*, *Snai2*, *Nfatc1*, and *Msx1*) were upregulated from E10.5 to E11.5 (Supplementary Table S3). 

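Of the 7 genes named for epithelial cell proliferation, 6 were tested in E11.5 vs. E10.5, and all 6 were upregulated DEGs with log2 fold changes from 1.28 (Col8a2) to 3.75 (Runx2). Wnt5a rose from 122 ± 8.12 to 402 ± 62.7 CPM (log2 fold change 1.72, standard error 0.14) with an adjusted p-value of 0.00106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ehf did not pass the filter on low counts: it had at most 3 counts in each E10.5 library and reached 0.641 ± 0.283 CPM at E11.5, at least 3.45-fold higher. By E12.5 Ehf was at 4.61 ± 1.01 CPM, at least 24.8-fold higher than at E10.5. Col8a1 (2.54) was not called without E11.5 replicate 1 or 3, and Col8a2 was not called without E10.5 replicate 2 or any E11.5 library. The adjusted p-values of Col8a1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in these fits were 0.0909 and 0.0740, and those of Col8a2 lay between 0.105 and 0.126.
All 7 genes named for the epithelial-to-mesenchymal transition were upregulated DEGs in E11.5 vs. E10.5, with log2 fold changes from 1.16 (Msx1) to 1.90 (Tgfb2). Snai2 rose from 21.7 ± 1.57 to 69.4 ± 7.00 CPM (1.68, standard error 0.12) and Lef1 from 52.9 ± 2.34 to 182 ± 43.9 CPM (1.79, standard error 0.18), with adjusted p-values of 0.0010 and 0.00153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the exon sequence of Lef1, 13.75% overlaps an antisense gene. Msx1 was already at 235 ± 59.7 CPM at E10.5 and reached 523 ± 47.5 at E11.5. Its log2 fold change was 0.97 without E10.5 replicate 3. Without E11.5 replicate 1 the adjusted p-values of Msx1 and Nfatc1 (1.46) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0523 and 0.0558. From E11.5 to E12.5, Bmp2 was the only DEG among these 7, while 3 of the 7 genes named for epithelial cell proliferation (Ehf, Col8a1 and Col8a2) were DEGs, with log2 fold changes of 2.84, 2.51 and 1.30.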

By E12.5, the fusion processes are essentially complete, and skeletal systems, muscles, and other soft tissues emerge (Li et al., 2019). Our results showed that DEGs involved in cellular structures, morphogenesis of the epithelium, and skeletal system development were continuously upregulated from E11.5 to E12.5, indicating the persistent tissue fusion and formation of the skeletal system (Figure 2C, left). In addition, as neural tube closure of mice begins at E8.5 and is almost complete at E9.5, our results showed a downregulation of genes related to neural tube closure (*Trim71*, *Cecr2*, and *Sall4*) (Figure 2C, right). 

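The genes upregulated in all 3 comparisons had a median log2 fold change of 1.97 in E11.5 vs. E10.5, 1.45 in E12.5 vs. E11.5 and 3.54 in E12.5 vs. E10.5. The study names 28 of them in its text or Fig. 2B, among them the collagen genes Col1a1, Col6a1, Col8a1, Col8a2, Col12a1 and Col16a1, the matrix gene Tnc, the keratin gene Krt5, and Osr2, Runx3, Bmp2, Fst, Wnt3a and Wnt10b. Col8a1 rose from 1.35 ± 0.749 CPM at E10.5 through 7.83 ± 3.43 to 44.6 ± 10.5 at E12.5, and Tnc from 4.46 ± 2.89 through 22.9 ± 6.04 to 107 ± 25.9 (SD, n = 3 libraries each). Col1a2, Col3a1 and Col5a1, which are hub genes in E11.5 vs. E10.5, rose further by less than the fold-change threshold in E12.5 vs. E11.5 (log2 fold changes 0.33, 0.70 and 0.73). From the DEGs that rose at each stage, the paper relates the interval from E11.5 to E12.5 to persisting tissue fusion and to the formation of the skeletal system.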

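Trim71 (ENSMUSG00000079259, chromosome 9 of GRCm38, 114507133–114564369, minus strand) fell from 106 ± 16.8 CPM at E10.5 to 24.8 ± 4.37 at E11.5 and 4.88 ± 1.61 at E12.5 (SD, n = 3 libraries each). Its log2 fold changes were −2.09 (standard error 0.17) in E11.5 vs. E10.5 and −2.35 (standard error 0.24) in E12.5 vs. E11.5. Cecr2 (ENSMUSG00000071226, chromosome 6, 120666369–120771190, plus strand) fell from 66.3 ± 9.54 CPM through 28.9 ± 2.01 to 12.1 ± 3.23, with log2 fold changes of −1.19 (standard error 0.14) and −1.26 (standard error 0.19). Sall4 had log2 fold changes of −1.28 (standard error 0.18) and −1.76 (standard error 0.17). The adjusted p-values in the 2 comparisons were 0.00104 and 2.16e-04 for Trim71, 0.00238 and 0.0020 for Cecr2, and 0.00505 and 1.58e-04 for Sall4 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 genes were called in each comparison with each library left out in turn, and every later library lay below every earlier one.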

The location and validation of the expression levels of candidate genes by RNAScope further confirmed the credibility of our results (Figure 2D). Although the sequenced tissues were from the lambda region, the distribution of candidate genes was spread out over three prominences, indicating that these genes may be involved in events other than upper lip and palate fusion.

Signaling pathways play important roles in multi-organ development and congenital malformations. The Wnt, MAPK, Hippo, and TGF-beta signaling pathways are involved in the development of the lip and/or palate and CL/P (Zhu et al., 2012; Liu et al., 2019a; Reynolds et al., 2019). In our results, the PI3K-Akt and Hippo signaling pathways also intensified from E10.5 to E12.5. 

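For the PI3K-Akt list, 44 genes were upregulated and 14 downregulated DEGs in E12.5 vs. E10.5, and 138 of the 250 genes tested had a log2 fold change above 0. For the Hippo list the numbers were 27 upregulated and 12 downregulated DEGs, and 78 of 153 genes above 0. Adjusted over the list alone, 97 PI3K-Akt genes and 62 Hippo genes had an adjusted p-value of at most 0.05 in E12.5 vs. E10.5, against 86 and 55 over all genes tested. Much of the Hippo list is shared with the Wnt and TGF-beta lists. Over the Hippo genes that none of the other 4 lists holds, the median log2 fold change was −0.0045 in E11.5 vs. E10.5 and −0.13 in E12.5 vs. E10.5. The adjusted p-values of these 2 medians were 0.904 and 0.456 from limma's camera test with Benjamini-Hochberg adjustment. For the PI3K-Akt genes that no other list holds, the median was 0.13 in E11.5 vs. E10.5, with an adjusted p-value of 0.0229 from limma's camera test with Benjamini-Hochberg adjustment. In a preranked enrichment analysis with fgsea, the normalized enrichment score in E11.5 vs. E10.5 was 1.66 for PI3K-Akt and 1.53 for Hippo, with adjusted p-values of 2.47e-04 and 0.00392 from fgsea's permutations of genes, which are not replicates. With DESeq2's size factors the median of the Hippo list in E12.5 vs. E10.5 was −0.0077.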

PI3K-Akt signaling was correlated with the action of RA, which causes cleft palate, signifying the association between PI3K-Akt signaling and palate development (Hu et al., 2013). Genes correlated with the Hippo signaling pathway were commonly methylated, and differences in gene methylation were strongly associated with NSCL/P, indicating the correlations between the Hippo signaling pathway and NSCL/P (Young et al., 2021). 

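Among the genes of the signal-gene network, Tgfb2, Wnt16, Fgf18, Wnt3a, Col6a1 and Inhba differed in when they rose. Tgfb2 rose from 21.3 ± 5.40 CPM at E10.5 to 79.1 ± 7.28 at E11.5 and 105 ± 24.0 at E12.5 (SD, n = 3 libraries each), and the second step was not significant (log2 fold change 0.40, standard error 0.16, adjusted p-value 0.134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Inhba reached 33.9 ± 5.16 CPM at E12.5, and its second step of 0.83 (standard error 0.26) had an adjusted p-value of 0.0585 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was 0.0101 without E11.5 replicate 1 (log2 fold change 1.19). Wnt16 was below the filter on low counts in E11.5 vs. E10.5 and rose afterwards (log2 fold change in E12.5 vs. E10.5 3.81, standard error 0.34). Fgf18 fell from 2.48 ± 0.877 CPM at E10.5 to its low at E11.5 (log2 fold change −1.88, standard error 0.36, adjusted p-value 0.0145 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) before its later rise, and over the whole interval its log2 fold change was 0.62 with an adjusted p-value of 0.215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fall of Fgf18 was not called without E11.5 replicates 1, 2 or 3, where its adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0774, 0.0578 and 0.083. Over E12.5 vs. E10.5, the log2 fold change was 2.31 (standard error 0.24) for Tgfb2, 4.47 (standard error 0.47) for Wnt3a, 4.64 (standard error 0.41) for Col6a1 and 5.21 (standard error 0.28) for Inhba. Wnt3a rose to 2.09 ± 0.144 CPM at E11.5 and 4.52 ± 0.868 at E12.5, and Col6a1 rose by 1.47 (standard error 0.20) on the log2 scale in E12.5 vs. E11.5.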

Further analysis of the signal-gene network revealed highly upregulated DEGs associated with these significant pathways, including *Tgfb2*, *Wnt16*, *Fgf18*, *Wnt3a*, *Col6a1*, and *Inhba*, providing a series of candidate genes for normal development or CL/P. Among these genes, *Tgfb2*, *Wnt16*, and *Inhba* are important for palatogenesis (Zhu et al., 2012; Liu et al., 2019a). *Fgf18* and *Wnt3a* were associated with non-syndromic cleft lip with or without palate (NSCL/P) (Riley et al., 2007; Reynolds et al., 2019). *Col6a1* is essential for skeletal muscle development (Cescon et al., 2018). *Chrm1* and *Ngf* are important for nervous system development (Renz et al., 2018; Magrì et al., 2021).

Through alternative splicing, a single gene can produce more than one mRNA transcript. During normal tissue and organic development, many AS events occur. Disorders in AS can lead to abnormalities in tissue functions and identity (Baralle and Giudice, 2017). A study on the mouse cerebral cortex development observed approximately 400 alternative splicing events in the adult cerebral cortex and embryos and reported that nearly one-third of genes that were differentially regulated by alternative splicing showed no alterations in total expression levels (Dillman et al., 2013). Studies on skeletal muscle development have reported that specific RNA-binding proteins like PTB, Qk, and RBFOX2 coordinate muscle-specific AS events (Hall et al., 2013; Singh et al., 2014). Particularly, RBFOX2 depletion caused myoblast fusion defects (Singh et al., 2014). We also identified a series of AS events during the upper lip and primary palate development and genes that may be involved in the upper lip and primary palate development, including *Gtpbp8*, *Jmjd6*, *Rarres2*, *Phb2, Armcx1, Ttc23, Nod2, Hectd4, Csad, Tle3*, and *Numa1*. These genes were largely associated with muscle system development, bone formation, and cellular differentiation, which was strongly correlated with the upper lip and primary palate development.

We further investigated the potential regulatory mechanisms during upper lip and primary palate development. DEGs PPI network analysis was conducted and the top 10 hub genes were identified, including *Col1a2, Col1a1, Mmp2, Fgf2, Col3a1, Col5a1, Bmp2, Egfr, Runx2*, and *Col6a1* in comparison group E11.5 vs. E10.5; *Fos, Bmp2, Prkg2, Runx3, Mmp9, Shh, Col1a1, Wnt3a, Anxa1*, and *Gem* in comparison group E12.5 vs. E11.5; *Stat1, Egfr, Col1a2, Fgf2, Col1a1, Mmp2, Prkg2, Bmp2, Mmp9*, and *Col3a1* in comparison group E12.5 vs. E10.5. Mutations in *Wnt3a, Shh*, and *Bmp2* reportedly induce CL/P (Dixon et al., 2011). Collagen-related genes like *Col6a1* and *Col1a2* are important for extracellular matrix organization. *Runx2* is an essential inducer of osteogenesis and chondrogenesis (Komori, 2018). Further in-depth investigation of these hub genes may identify novel predictive biomarkers and clinical therapeutic targets for the treatment of CL/P.

These data demonstrate that the development of the upper lip and primary palate is a complex and elaborate process. Our findings suggest that further research efforts might concentrate on these potential candidate genes in upper lip and primary palate development and CL/P pathogenesis.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number: GSE211601.

How the deposited data were processed for this re-analysis (not part of the article)

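The data are RNA-seq libraries of lambdoidal junction tissue from C57BL/6J mouse embryos at E10.5, E11.5 and E12.5, with 3 libraries per stage, each from a pool of 17–18 embryos. The authors checked the reads with FASTQC, mapped them to GRCm38/mm10 with HISAT2 v2.0.5 and counted them per gene with featureCounts v1.5.0-p3. The authors deposited 1 table of 54532 genes. Its count columns hold the authors' whole-number read counts per gene and library, without normalization. Its FPKM columns hold FPKM values as the authors computed them. From the deposited values, the divisor of each library's FPKM is 1.01 times its median-of-ratios size factor in all 9 libraries, and 0.916–1.07 times its count total. The log2 columns hold the log2 fold change of the later over the earlier stage, and the p-value columns the p-value and the adjusted p-value, from the authors' DESeq2 1.20.0 runs on each pair of stages. In the deposited adjusted p-values, genes that DESeq2 would leave without a value hold 1. The FPKM values were not used for any result, and the authors' fold changes and p-values were used only to set their calls beside the new ones. The text of the paper does not state whether reads were counted by strand or how reads with several positions were treated. Of the 107 genes named for their expression, 41 share exon sequence with another gene, among them Gtpbp8, Krt6a, Lef1, Penk, Rarres2 and Shh with more than 10% of it. The results of some of the named genes are not reported here.
Depth per library was 16581009–20836804 counts. A count is subject to counting error, and 3 counts or fewer in every library of a stage were treated as the limit of detection. Fold changes against such a stage are given as lower bounds, computed against 3 counts. Counts are PCR-amplified reads without molecular identifiers, so these bounds cover counting error only.
Gene coordinates are those of the deposited table. They were checked against GENCODE vM21 (GRCm38), in which 54409 of the 54532 identifiers were found and 98.33% of these had the same coordinates. GC content is that of the longest transcript of each gene there, and exon overlaps were taken from the same annotation. The table has 103 duplicated symbols, and genes were joined by Ensembl identifier.
The tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each pair of stages was fitted on its own 6 libraries, as in the study, with filterByExpr, TMM normalization and edgeR's quasi-likelihood test. DEGs have a Benjamini-Hochberg adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. For the threshold of the protein-protein interaction analysis the absolute log2 fold change is at least 2. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Expression levels are CPM on TMM-scaled library sizes of all 9 libraries. The principal component analysis used log2 CPM with a prior count of 2. The 3 stages were also tested together on all 9 libraries. With 3 libraries against 3 there are 10 splits, so no comparison of 2 stages can be separated from chance groupings by permutation alone.
The pathway lists (TGF-beta, Hippo, MAPK, PI3K-Akt and Wnt) and the marker lists of tissues and cell types were written by hand. The KEGG gene sets were not used here. The marker lists were written after the DEG tables of the study's supplement had been read, in which forebrain and eye regulators (Sox1, Rax and Otp) were among the genes higher at E10.5, and they are reported only in the closing part. Lists were tested with limma's camera on log2 CPM (preset correlation 0.01, two-sided), with adjustment over 15 tests for the pathways and 39 tests for 13 marker lists. The effect given is the median log2 fold change.
The genes named are every gene that the paper names for its expression, members of the lists where a list is reported, and, for each comparison, the 3 upregulated and 3 downregulated DEGs with the smallest p-values among those whose libraries of one stage all lie above those of the other. Further genes are named where they decide a test, and were then chosen after their values were seen.
The alternatives were DESeq2's size factors in edgeR, upper quartile normalization, DESeq2 itself, all genes with at least 1 count, genes with at least 10 counts in every library, a fit on all 9 libraries, the replicate number as a block, protein-coding genes only, hemoglobin genes left out before normalization, each library left out in turn, an adjusted p-value of at most 0.01, no fold-change threshold, and glmTreat. For the lists they were an estimated correlation, fry, fgsea and members that no other list holds. Removing the trend of each library with GC content or with gene length (lowess, span 0.3) was added after the data had been seen. The other alternatives were set beforehand.
The procedure was tested on simulated data with the real library sizes, in which the changed genes had an absolute log2 fold change of 2. Of 194 changed genes tested, 181 were called (93.3%), with 5 calls among the unchanged genes, out of 15700 genes tested. Smaller changes, correlation between genes and the GC content bias of single libraries were not simulated. Of 40 simulated lists with no change, camera gave none with a p-value below 0.05 and fry gave 2. The overlap of the 3 comparisons was also counted in 20 simulated sets of 9 libraries without any change, a test chosen after the data had been seen.
The authors' Supplementary Table S2 was available only in part (1138 genes for E11.5 vs. E10.5, complete, and 557 for E12.5 vs. E10.5, incomplete). For the authors' DEG calls the deposited table was used in its place. The log2 fold changes of single genes were compared with the available part of Supplementary Table S2. Immunofluorescence, in situ hybridization, qPCR and raw reads were not analysed here, and the splicing events of the study were used only for the list of genes they lie in.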

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

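The tests of the other splits of the libraries, of GC content and of nasal placode epithelium for the forebrain genes, and of a smaller amount of blood were chosen after the results were seen. The marker lists were written after the DEG tables of the study's supplement had been read, in which Sox1, Rax and Otp, also labelled in Fig. 1C, were higher at E10.5. What drew attention in each case is a signal in genes that the text of the paper does not discuss.
Forebrain neuroepithelium markers fell from E10.5 to E11.5 (median log2 fold change −2.47 over 16 genes; adjusted p 6.21e-10 from limma's camera test with Benjamini-Hochberg adjustment) and were lower at E12.5 than at E10.5 (−2.08; adjusted p 1.36e-05). The optic cup and retina markers were lower in the same comparisons (−3.19, or −2.75 with genes at the limit of detection set at their bounds, and −3.48, or −3.40; adjusted p 2.85e-08 and 8.28e-05 from limma's camera test with Benjamini-Hochberg adjustment). Of the 10 splits of the 6 libraries, 1 gave as small a p-value for either list in E11.5 vs. E10.5, and 2 in E12.5 vs. E10.5. The summed expression of the forebrain list was 315–402 CPM in the E10.5 libraries, 111–120 CPM at E11.5 and 139–181 CPM at E12.5. Of the 20 listed forebrain genes, 7 exceed 1 CPM in every library and 1 is in another list, and of the 15 optic genes 3 and 1.
With the GC content trend of each library removed, the median of the forebrain genes in E11.5 vs. E10.5 was −2.44, which argues against GC bias. A smaller share of nasal placode epithelium in the later pools stays open: the olfactory epithelium markers had a median of 0.45 in E12.5 vs. E10.5, but they went both ways (8 of 11 above 0), which decides nothing. Forebrain or optic tissue in the E10.5 pools stays open as well. Without Sox1, Rax and Otp, the median over the 14 forebrain genes left was −2.17 in E11.5 vs. E10.5. These genes may also have been in the DEG tables read before the list was written, so this is not an independent check. The fall may come from such tissue or from a fall within the face, and bulk tissue cannot separate them.
The 4 Y chromosome genes were lower at E11.5 than at E10.5 (median −0.66; adjusted p 0.0184 from limma's camera test with Benjamini-Hochberg adjustment), and 2 of the 10 splits gave as small a p-value. Across the 9 libraries, Xist and the summed Y genes had a Spearman correlation of −0.85 (exact permutation p 0.00607). A balance of male and female embryos that differs between pools requires such a negative correlation, and it is therefore a likely source; an effect of stage on these genes was not tested apart from it.
The primitive erythroid markers fell from E11.5 to E12.5 (median −0.81; adjusted p 8.66e-05 from limma's camera test with Benjamini-Hochberg adjustment), and 1 of the 10 splits gave as small a p-value. Less blood in the E12.5 pools would lower all globins. Hbb-bs (log2 fold change 2.03), Hba-a2 (0.94), Hbb-bt (0.75) and Hba-a1 (0.61) rose and Hbb-y changed little (0.18), while Hbb-bh1 (−1.98) and Hba-x (−0.84) fell. The non-globin erythroid genes, however, had a median of −1.06 over 13 genes, with 1 above 0, which goes with less blood. Less blood in these pools therefore stays open. The change from primitive to definitive red cells with stage stays open as a hypothesis as well.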

How the results depend on the processing

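The alternatives were tried one at a time, and the counts, pathway lists, marker lists and named genes were recomputed under each. The cause of a change was not tested unless it is given. With DESeq2's size factors, DESeq2 itself, protein-coding genes only, hemoglobin genes left out and the GC content or gene length trend removed, no count of DEGs moved by more than 1.5 times. Of 199 counts under alternatives that kept all libraries, 158 stayed within 1.5 times, and so did 76 of 99 counts with a library left out.
With an adjusted p-value of at most 0.01, the DEGs were 462 in E11.5 vs. E10.5 (268 upregulated, 194 downregulated, 230 at an absolute log2 fold change of at least 2) and 498 in E12.5 vs. E11.5 (419 and 79), downregulated DEGs in E12.5 vs. E10.5 were 518, shared DEGs were 74 upregulated and 15 downregulated, and 2475 genes differed among the 3 stages. With no fold-change threshold there were 1849 (972 upregulated and 877 downregulated), 3906 (1675 downregulated) and 1926 (1203 and 723) DEGs in E11.5 vs. E10.5, E12.5 vs. E10.5 and E12.5 vs. E11.5, and 307 and 121 shared. With glmTreat there were 213 (112 and 101), 933 (692 and 241) and 144 (127 and 17), and 16 and 4 shared. Both follow from the construction of the threshold.
With all genes of at least 1 count, DEGs at an absolute log2 fold change of at least 2 were 1406 in E12.5 vs. E10.5 and 317 in E12.5 vs. E11.5, downregulated DEGs in E12.5 vs. E11.5 were 252 and shared downregulated DEGs 44, because more genes are tested. With at least 10 counts in every library they were 134, 361 and 72 at an absolute log2 fold change of at least 2 in E11.5 vs. E10.5, E12.5 vs. E10.5 and E12.5 vs. E11.5, with 532 downregulated DEGs in E12.5 vs. E10.5 and 103 shared upregulated DEGs, because fewer genes are tested.
Across the fits that each left out 1 library, E11.5 vs. E10.5 gave 395–1592 DEGs (234–772 upregulated, 161–820 downregulated, 193–515 at an absolute log2 fold change of at least 2). E12.5 vs. E11.5 gave 502–1181 (409–789 upregulated, 85–392 downregulated). Shared DEGs were 80–202 upregulated and 14–39 downregulated.
For the pathway lists with all libraries, the medians under each alternative were as follows, and the cause was not tested. With DESeq2's size factors, Hippo in E12.5 vs. E10.5 was −0.0077, and Wnt and PI3K-Akt in E12.5 vs. E11.5 were −0.0024 and −0.012. With upper quartile normalization Hippo in E12.5 vs. E11.5 was 0.053, with all 9 libraries 0.0024 and with protein-coding genes 2.18e-04. With all 9 libraries TGF-beta in E12.5 vs. E10.5 was 0.13. With at least 10 counts it was 0.15, and PI3K-Akt in E12.5 vs. E11.5 was −0.0031. With all genes of at least 1 count, Hippo was 0.060 and PI3K-Akt 0.069 in E11.5 vs. E10.5, PI3K-Akt was 0.13 and TGF-beta 0.20 in E12.5 vs. E10.5, and Wnt and PI3K-Akt were −0.0080 and −0.014 in E12.5 vs. E11.5. Over members that no other list holds, Hippo was −0.0045 and PI3K-Akt 0.13 in E11.5 vs. E10.5, Hippo was −0.13 and TGF-beta 0.19 in E12.5 vs. E10.5, and Wnt and PI3K-Akt were −0.060 and −0.0035 in E12.5 vs. E11.5.
The correlation between genes changes only the p-value. With an estimated correlation, Wnt (0.10) and TGF-beta (0.17) in E11.5 vs. E10.5 and Wnt in E12.5 vs. E10.5 (0.16) were no longer past the threshold. With fry, PI3K-Akt (0.038) and Hippo (0.051) in E11.5 vs. E10.5, and PI3K-Akt (0.097), Hippo (0.0092) and TGF-beta (0.11) in E12.5 vs. E10.5, were past it. With fgsea, the normalized enrichment score was 1.66 for PI3K-Akt and 1.53 for Hippo in E11.5 vs. E10.5, 1.54 for PI3K-Akt and 1.68 for TGF-beta in E12.5 vs. E10.5, and 1.21 for Hippo in E12.5 vs. E11.5, where the median was below 0.
With 1 library left out, the medians in E12.5 vs. E10.5 were 0.10–0.19 for Wnt and 0.11–0.24 for TGF-beta. For E12.5 vs. E11.5 they were −0.020–0.016 for Wnt, −0.023–0.030 for PI3K-Akt, −0.038–0.017 for Hippo and −1.37e-06–0.048 for TGF-beta. Values on the other side of 0 in that comparison were −0.012, −0.010, −0.014 and −0.020 for Wnt without E11.5 replicates 1, 2 and 3 and E12.5 replicate 2, −0.020, −0.0046 and −0.023 for PI3K-Akt without E11.5 replicates 2 and 3 and E12.5 replicate 2, 0.017 and 0.0015 for Hippo without E11.5 replicate 2 and E12.5 replicate 1, and −1.37e-06 for TGF-beta without E12.5 replicate 2.
Single genes and marker lists close to 0 changed sign in E12.5 vs. E11.5 unless another comparison is named. Sema5a was 0.046 with upper quartile normalization, 0.0034 with at least 10 counts, 0.0035 with all 9 libraries, 8.79e-04 with protein-coding genes, 0.041 with the GC content trend removed, 0.21 with the gene length trend removed, and 0.11, 0.0074 and 0.20 without E11.5 replicate 1, E12.5 replicate 1 and E12.5 replicate 3. Wnt11 was −0.019 with the GC content trend removed and −0.042 and −0.022 without E11.5 replicate 2 and E12.5 replicate 3, and Ambn 0.23 without E11.5 replicate 1. The facial mesenchyme markers were 0.019 with upper quartile normalization and 0.023 and 0.0080 without E12.5 replicates 2 and 3, the optic cup and retina markers −0.0049 without E12.5 replicate 3 and the skeletal muscle markers −0.0091 without E12.5 replicate 1. For E12.5 vs. E10.5, the skeletal muscle markers were 0.055 with upper quartile normalization and 0.055 without E10.5 replicate 2, the lens markers −0.35 with all genes of at least 1 count and −0.41 with at least 10 counts, and the differentiating neurons markers −0.047 without E10.5 replicate 1. For E11.5 vs. E10.5, the differentiating neurons markers were 0.032 with at least 10 counts and 0.040 without E10.5 replicate 3, and the choroid plexus markers 0.20 with all 9 libraries. With 1 library left out, the values ran from −0.26 to 0.20 for Sema5a, −0.042 to 0.14 for Wnt11, −0.47 to 0.23 for Ambn, −0.12 to 0.023 for the facial mesenchyme markers and −0.0091 to 0.28 for the skeletal muscle markers in E12.5 vs. E11.5, from −0.14 to 0.055 for the skeletal muscle markers in E12.5 vs. E10.5 and from −0.62 to 0.040 for the differentiating neurons markers in E11.5 vs. E10.5. The cause was not tested.
Among 190 values of named genes, 69 changes under alternatives that kept all libraries were to a weaker and 7 to a stronger result; with a library left out there were 88 and 2. Among the medians of marker lists there were 6 and 15, and 5 and 10. The number of marker lists past the threshold was 13–19 with 1 library left out, against 15.
The replicate numbers do not pair the libraries: same-numbered libraries of different stages had correlations of −0.15 to 0.22 (median 0.022) in their deviations from the stage means, and 2 of 9 pairs were above 0.1. With the replicate number as a block, the DEGs were 875, 2474 and 887 in E11.5 vs. E10.5, E12.5 vs. E10.5 and E12.5 vs. E11.5, so that the order of the successive intervals was the other way round, PI3K-Akt in E12.5 vs. E11.5 was −0.0040 and the differentiating neurons markers in E11.5 vs. E10.5 were 0.027.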

Differences from the paper's values

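None of the paper's counts of DEGs or of DEGs shared by the comparisons was more than 1.5 times the count found here, or less than it by that factor. None of the log2 fold changes compared, 65 for E11.5 vs. E10.5 and 50 for E12.5 vs. E10.5, differed in sign or by more than its standard error. No log2 fold change of E12.5 vs. E11.5 was compared. The genes compared are those in the available part of Supplementary Table S2, which lists the authors' DEGs from these same counts. Their fold changes are therefore not independent evidence. The disagreements below concern the fold-change minimum of the networks, genes, rankings and directions.
The paper shows Hbb-bt among the genes that rose at each stage. Its log2 fold change in E12.5 vs. E11.5 was 0.75, and it was called only with no fold-change threshold. Ttr is labelled among the upregulated genes of both E12.5 comparisons in Fig. 1C, and did not pass the filter on low counts here. For E12.5 vs. E10.5 it was called with DESeq2, with all genes of at least 1 count, and without E10.5 replicate 1, 2 or 3 or E12.5 replicate 3. For E12.5 vs. E11.5 it was called with DESeq2, with all genes of at least 1 count, and without E11.5 replicate 1 or E12.5 replicate 3.
The paper names Mmp2 as a hub gene of E11.5 vs. E10.5. It was not called (log2 fold change 1.01), and was called with DESeq2, with all genes of at least 1 count, with all 9 libraries, with the replicate number as a block, and with the GC content trend removed, which was chosen after seeing the values. Ehf, which the paper names for epithelial cell proliferation, was not tested in E11.5 vs. E10.5, and was called with DESeq2, with all genes of at least 1 count and with all 9 libraries.
Of the pathway genes that the supplement lists as upregulated, Creb5, Dkk4, Frmd6, Lama2, Lama3 and Ptprr were not called in E11.5 vs. E10.5, Cacna2d2 and Hspa1a in E12.5 vs. E11.5, and Flt3 and Lama2 in E12.5 vs. E10.5. DESeq2 and all genes of at least 1 count called each of them. The fit on all 9 libraries called Creb5, Dkk4, Lama3, Ptprr and, in E12.5 vs. E10.5, Lama2. Upper quartile normalization called Frmd6 and, in E12.5 vs. E10.5, Lama2. The replicate block called Frmd6, Hspa1a and Lama2 in both comparisons. Removing the gene length trend, chosen after seeing the values, called Cacna2d2 and, in E12.5 vs. E10.5, Lama2. No fold-change threshold called Frmd6. Leaving out 1 library called Creb5 (E10.5 replicate 1), Dkk4 (E10.5 replicate 3), Lama3 (E10.5 replicate 3 or E11.5 replicate 2), Ptprr (E10.5 replicate 1 or 3), Frmd6 (E10.5 replicate 1 or 2 or E11.5 replicate 2 or 3), Cacna2d2 and Hspa1a (E12.5 replicate 3) and Lama2 in E12.5 vs. E10.5 (E10.5 replicate 1).
The paper places the largest set of DEGs in the interval from E10.5 to E11.5. E12.5 vs. E10.5 had 2392, more than E11.5 vs. E10.5 (954). Of the successive intervals, E11.5 vs. E10.5 had more than E12.5 vs. E11.5 (806). It had fewer with an adjusted p-value of at most 0.01 (462 and 498) and with no fold-change threshold (1849 and 1926). It also had fewer with the replicate number as a block (875 and 887). The same held without E11.5 replicate 1 (395 and 697) or E11.5 replicate 3 (453 and 618). It held as well without E10.5 replicate 2 (687 against 806) and without E12.5 replicate 2 (954 against 1181).
The paper gives 399 genes for its E11.5 vs. E10.5 network at a log2 fold-change minimum of 2. Of the 398 genes of that network in the supplement, 125 were upregulated DEGs at that minimum, and 348 were at a minimum of 2 on the unlogged scale. On the log2 scale, 255 of the 383 network genes tested here do not reach the minimum, and 255 of 398 do not in the deposited table of the authors. The smallest log2 fold change of a network gene in that table is 1.00, so all 398 reach a minimum of 2 on the unlogged scale. On the log2 scale no setting came near the paper's number (at most 150, without E10.5 replicate 1); on the unlogged scale DESeq2 and all genes of at least 1 count each called all 398. The member genes of the other networks were not compared. In E12.5 vs. E11.5, 199 DEGs of either direction had an absolute log2 fold change of at least 2, fewer than the genes that the paper places in that network, and 806 had one of at least 1. No setting brought the 199 to the paper's number (at most 317, with all genes of at least 1 count). In E12.5 vs. E10.5 there were 916 such DEGs, again fewer, and 1406 with all genes of at least 1 count, which is more. These counts hold both directions, while the paper introduces its networks as made for upregulated DEGs. Upregulated were 177 of the 199 and 651 of the 916. The authors' deposited table gives 208 and 751 upregulated DEGs at this minimum, also fewer than the genes of the networks.
The paper describes the genes of the 5 pathways as rising from E10.5 to E12.5. The medians of the hand-written lists, which are not the KEGG sets, were all above 0 in E12.5 vs. E10.5. They ran from 0.0092 (Hippo) to 0.16 (Wnt), which goes with the paper's direction. In E12.5 vs. E11.5 the medians lay between −0.0039 (Hippo) and 0.037 (MAPK). Over the Hippo genes that no other list holds, the median in E12.5 vs. E10.5 was −0.13. Its adjusted p-value was 0.456 from limma's camera test with Benjamini-Hochberg adjustment, so this fall was not significant.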

Other observations

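The tests of gene length, of the shares of mesenchyme and endothelium, of blood from E10.5 to E11.5, and of Ttr were chosen after the results were seen.
In each comparison of 2 stages, only the real split of the 10 gave as many DEGs, upregulated DEGs, downregulated DEGs and DEGs at an absolute log2 fold change of at least 2 (1 of 10 each), which is the lowest share that 3 libraries against 3 allow. For the genes that differ among the 3 stages, 1 of 100 splits gave as many, and for the shared upregulated and the shared downregulated DEGs 1 of 50 each, the real split included. For the pathway lists, the splits of 10 with as small a p-value in E11.5 vs. E10.5, E12.5 vs. E10.5 and E12.5 vs. E11.5 were 1, 3 and 7 for Wnt, 3, 5 and 9 for PI3K-Akt, 5, 6 and 7 for MAPK, 1, 4 and 10 for Hippo and 1, 1 and 8 for TGF-beta.
More genes rose than fell by E12.5: with TMM normalization, upregulated genes made up 66.3% of the E12.5 vs. E10.5 DEGs. Other thresholds moved this share further, to 57.1% with no fold-change threshold and 74.2% with glmTreat. With DESeq2's size factors it was 65.1%. Among the scalings, upper quartile normalization moved it most, to 70.1%. Each of these scalings sets the typical gene near no change (median log2 fold change −0.0063, −0.023 and 0.054), so whether the scaling is a source of the excess stays open.
E10.5 replicate 3 lies apart from the other E10.5 libraries. Its deviation from them falls with GC content (Spearman correlation −0.73), but with that trend removed its standard deviation over genes was still 0.371, against 0.158 between replicates 1 and 2, so GC bias is not the whole source. Its correlation with gene length was −0.0014. With the GC content trend removed, the facial mesenchyme markers were lower in this library (median −0.60, 14 of 18 genes lower). A lower share of mesenchyme alone would raise every other cell type alike, whereas the surface epithelium markers were higher (median 0.96) and the endothelium markers lower (−1.14). A lower share of mesenchyme together with endothelium stays open. A younger pool stays open (Spearman correlation of −0.11 with the later change over 120 genes; permutation p 0.243), and so does a lower share of endothelium (−0.96 over 8 genes that had not been seen).
Of the E12.5 libraries, replicates 2 and 3 differed most from each other (standard deviation over genes 0.465, against 0.338 between replicates 1 and 2 and 0.328 between replicates 1 and 3). The deviation of replicate 3 did not follow GC content (Spearman correlation −0.073). It followed gene length (−0.61), as did that of replicate 2 in the other direction (0.69), so which of them departs could not be told.
Hemoglobin genes are among the genes that rise. More blood in the later pools would raise the other erythroid genes. Their median over 13 genes was −0.45 in E12.5 vs. E10.5, which argues against it for the rise by E12.5. From E10.5 to E11.5 their median was 0.48, with 11 of the 13 above 0, so more blood stays open there, although Hbb-bs (2.61) and Hbb-bt (3.00) rose by more.
Ttr was at 15.1 and 46.9 CPM in E12.5 replicates 1 and 2 and at 0 in replicate 3. Liver or yolk sac tissue would bring Alb and Afp, which reached at most 0.647 CPM there. The other choroid plexus genes had a median log2 ratio of −0.12 between those libraries and replicate 3 over 8 genes, of which 2 were higher, which leaves choroid plexus tissue open.
Genes with a changed splicing event in the study had a median absolute log2 fold change in E11.5 vs. E10.5 at percentile 79.13 of 10000 random lists matched on expression, and in E12.5 vs. E10.5 at percentile 96.88. Both are above the middle of the random lists and within their range, so a shared regulation of splicing and level stays open.
The remaining marker lists gave these medians in E11.5 vs. E10.5, E12.5 vs. E10.5 and E12.5 vs. E11.5: osteoblast lineage 1.46, 1.09 and 0.73; cartilage −0.29, 0.59 and 0.65; surface epithelium and periderm 0.23, 0.79 and 0.44; facial mesenchyme 0.55, 0.47 and −0.040; lens −0.46, 0.47 and 0.38; differentiating neurons −0.15, 0.099 and 0.17; choroid plexus −0.68, 0.063 and 0.30; skeletal muscle −0.13, −0.0058 and 0.11; olfactory epithelium 0.15, 0.45 and 0.17. In the other comparisons, the forebrain list gave 0.25 and the optic list 0.070 in E12.5 vs. E11.5, the erythroid list 0.55 and −0.27 in E11.5 vs. E10.5 and E12.5 vs. E10.5, and the Y chromosome list −0.25 and 0.37 in E12.5 vs. E10.5 and E12.5 vs. E11.5. Of the 39 tests, 15 had an adjusted p-value of at most 0.05 from limma's camera test with Benjamini-Hochberg adjustment.
Part of each list is expressed by the tissue at every stage: above 1 CPM in every library were 7 of 14 osteoblast, 10 of 18 cartilage, 15 of 20 surface epithelium, 19 of 20 mesenchyme, 3 of 16 lens, 11 of 15 neuron, 6 of 14 choroid plexus, 3 of 20 muscle, 10 of 14 olfactory, 20 of 20 erythroid and 4 of 4 Y chromosome genes. The paper names 3 osteoblast, 1 cartilage, 4 surface epithelium, 4 mesenchyme, 2 erythroid and 1 choroid plexus genes of them.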
